# Context specificity of the EMT transcriptional response

**DOI:** 10.1038/s41467-020-16066-2

**Published:** 2020-05-01

**Authors:** David P. Cook, Barbara C. Vanderhyden

**Keywords:** Metastasis, Tumour heterogeneity, High-throughput screening

## Abstract

Epithelial–mesenchymal plasticity contributes to many biological processes, including tumor progression. Various epithelial–mesenchymal transition (EMT) responses have been reported and no common, EMT-defining gene expression program has been identified. Here, we have performed a comparative analysis of the EMT response, leveraging highly multiplexed single-cell RNA sequencing (scRNA-seq) to measure expression profiles of 103,999 cells from 960 samples, comprising 12 EMT time course experiments and independent kinase inhibitor screens for each. We demonstrate that the EMT is vastly context specific, with an average of only 22% of response genes being shared between any two conditions, and over half of all response genes were restricted to 1–2 time course experiments. Further, kinase inhibitor screens revealed signaling dependencies and modularity of these responses. These findings suggest that the EMT is not simply a single, linear process, but is highly variable and modular, warranting quantitative frameworks for understanding nuances of the transition.

## Abstract (web summary)

It is unclear if a common EMT expression program exists. Here, the authors perform multiplexed single-cell RNA sequencing across 12 EMT time courses and 16 kinase inhibitor screens, and find that EMT transcriptional responses are context specific and EMT is not a single, linear transition.

## Introduction

Epithelial–mesenchymal (E/M) plasticity is ubiquitous within all epithelial tissues and the reversible transition between these two states contributes to a variety of biological processes, including tumor progression^1^. During the epithelial–mesenchymal transition (EMT), epithelial cells lose defining characteristics, such as stable cell–cell junctions, and gain the capacity to migrate and invade through extracellular matrices^1^. While the EMT has been extensively studied, a variety of EMT responses have been reported and no common, EMT-defining gene expression program has been identified^2^. The transition has historically been depicted as a simple conversion between discrete epithelial and mesenchymal states, but reports of individual cells co-expressing epithelial and mesenchymal genes have since introduced the concept of a partial EMT. This hybrid state has been shown to provide optimal stem cell traits to cancer cells^3,4^, allow for collective tumor cell migration and the formation of circulating tumor cell clusters^5–8^, and is associated with metastatic tumors^9^.

Complicating the definition of epithelial, mesenchymal, and hybrid states, most studies have relied on bulk expression measurements of a small subset of marker genes from a static population of cells. Markers of epithelial and mesenchymal states are likely context specific, and thus relying on a small subset of these markers may lead to erroneous conclusions about the relative E/M status of cells. Single-cell RNA sequencing (scRNA-seq) analysis of head and neck squamous cell tumors demonstrated that while E/M plasticity was evident in many tumors, the specific partial EMT gene signature between tumors was variable^9^. Experimental induction of the EMT can also be variable: microarray analysis of three cell lines exposed to a combination of TGFB1 and TNF alpha (TNF) resulted in EMT responses with only 10–30% of differentially expressed genes shared between conditions^10^. And in a single mammary epithelial cell line, TGFB1 treatment and a spontaneous EMT induction model resulted in different EMT response trajectories, with only approximately a 50% overlap in differentially expressed genes^11^. This variability is also not limited to transcriptomic data, and canonical E/M proteins also co-occur inconsistently^12^.

The extent of variability among EMT programs and the regulatory networks that drive them is still unclear given that most evidence spans multiple independent studies, and few have performed controlled comparisons. Here, we provide a thorough comparison of experimentally induced EMTs, spanning multiple cell types, and EMT inducers. We leverage highly multiplexed scRNA-seq to assess context specificity of the EMT and to compare regulatory features of the transition, assessing 103,999 cells from 960 samples, comprising 12 EMT time course experiments and kinase inhibitor screens for each.

## Results

### Multiplexed scRNA-seq enables comparative analysis of the EMT

To assess transcriptional dynamics of the EMT across a variety of contexts, we used MULTI-seq^13^ to generate scRNA-seq data from 12 distinct EMT time course experiments. 

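A549 cells came from a lung tumor, DU145 cells from a prostate tumor, MCF7 cells from a breast tumor and OVCA420 cells from the ascites of ovarian cancer. Each line was treated with 10 ng/mL TGFB1, 30 ng/mL EGF or 10 ng/mL TNF in separate wells, and the cells of each well were marked with a lipid-anchored DNA barcode that names the well before they were pooled and sequenced from the 3′ end with the 10x Genomics kit. TGFB1 signals through SMAD proteins, EGF through the receptor EGFR and the kinases MEK and ERK, and TNF through NFkB. The files hold raw UMI counts per gene and cell, which the authors made with Cell Ranger 2.2.0 on the GRCh38 build after they removed doublets, unassigned cells and cells of low quality. They hold 53,290 cells. A cell had a median of 16,829 UMIs and 3592 detected genes. The 2 runs of the experiment held 2 plates each, and each plate of the second run was split into 2 libraries, so the 6 libraries came from 4 plates, which were taken as the replicates.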

We assessed four different cancer cell lines capable of undergoing an EMT (A549, lung; DU145, prostate; MCF7, breast; and OVCA420, ovarian) and exposed each to known EMT-inducing factors: TGFB1, EGF, and TNF. These cell lines were chosen because they all have an epithelial morphology in culture, have been shown to undergo an EMT in previous studies^14–20^, and represent four distinct cancer types. The specific inducers were chosen as they all have been previously shown to promote an EMT in different cell lines—including those used in this study in most cases^14–20^—and their binding to each of their cell surface receptors initiates independent signaling pathways. In response to these factors, each cell line exhibited morphological changes, consistent with an EMT (Supplementary Fig. 1a). We note different inducers can promote different morphologies in the same cell line (e.g., DU145 with TGFB1 or TNF), and some changes were modest in comparison to others (e.g., MCF7 cells treated with EGF). Lacking a typical spindle-shaped morphology, however, does not preclude other EMT traits. For example, at higher doses, EGF has been shown to promote an EMT associated with a circular morphology^21^. Ultimately, it is likely that these differences arise from subtleties in the expression programs initiated by each inducer, and particularly the different expression dynamics of various cytoskeletal and extracellular matrix proteins.

For each of the 12 conditions, samples were collected at five distinct time points from 8 hs to 1 week after treatment, and three additional time points from 8 h to 3 days after the EMT-inducing stimulus had been removed (Fig. 1a). 

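The wells of each time course held untreated cells, cells treated for 8 h, 1 d, 3 d or 7 d, and cells treated for 7 d and then kept without the inducer for 8 h, 1 d or 3 d. UMI counts of the cells of 1 plate and time point were summed, and 46 of the 384 sums held fewer than 10 cells and were left out, among them 37 without any cell. The remaining 338 sums held 53,233 cells. In A549, the median depth per sum was 1,503,363 UMIs (157,869 to 7,891,240) in 26 sums of the TGFB1 series, 5,738,444 UMIs (319,151 to 14,418,496) in 32 sums of the EGF series and 6,049,065 UMIs (1,453,926 to 14,498,786) in 32 sums of the TNF series. In DU145, these were 1,612,773 UMIs (256,582 to 4,864,121) in 31 sums, 1,956,877 UMIs (666,724 to 6,877,999) in 32 sums and 2,203,101 UMIs (596,490 to 6,027,507) in 32 sums. In MCF7, they were 1,616,025 UMIs (343,533 to 5,720,910) in 23 sums, 2,129,674 UMIs (582,650 to 5,023,788) in 28 sums and 1,461,083 UMIs (306,728 to 5,736,629) in 25 sums. In OVCA420, they were 340,671 UMIs (168,057 to 1,269,931) in 22 sums, 893,260 UMIs (166,560 to 1,842,685) in 29 sums and 1,288,600 UMIs (209,526 to 4,539,933) in 26 sums. OVCA420 with TGFB1 was the smallest time course, with 635 cells in these sums and a single plate of 10 cells at 7 d, and MCF7 with TGFB1 also had a single plate at 7 d, with 22 cells. Counts were fitted with edgeR's quasi-likelihood model with plate and time point as terms, after normalization by TMM, and changes against untreated wells are given as log2 fold changes with their standard errors and with p-values adjusted over all genes tested in that time course. A gene was called across the EMT time points at an adjusted p under 0.05 in an F test of the 8 h, 1 d, 3 d and 7 d coefficients, among the 2000 most variable genes of its time course. Levels are given as CPM (counts scaled by library size), and 25 lists of genes were written before the data were examined.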

The 3-day withdrawal time point was chosen based on preliminary data, suggesting transcriptional reversion in as few as 3 days. 

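The untreated cells of the 4 lines differed in the level of ERBB3, which encodes a receptor of the EGFR family: MCF7 cells had 47.1 ± 8.61 CPM (SD, n = 4 plates), OVCA420 cells 33.8 ± 11.5 CPM, DU145 cells 10.3 ± 2.07 CPM and A549 sums 3.39 ± 2.04 CPM. In untreated wells of the kinase inhibitor screens, 4 genes had at least 200 CPM in MCF7 and at most 2% of that in A549. They stood at 7.09% of their MCF7 level in untreated A549 sums, so RNA of MCF7 cells is not ruled out as the source of ERBB3 there. K-means clustering of all cells into 5 groups, on 30 principal components of 2000 variable genes, put 7456 of the 7457 MCF7 cells in a single cluster, as it did with 99.9% of the DU145 cells and 99.7% of the OVCA420 cells. A549 cells, the most numerous, fell into 2 clusters, the larger with 16,982 of them (58.7%). With 4 clusters, 53,274 of all cells lay in the main cluster of their line. Cells with mixed barcodes had been removed by the authors before, so the shares describe the cells kept.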

In the aggregated data, expression profiles clustered dominantly by cell line, and after demultiplexing, the majority of cell line annotations (95.8% on average) were restricted to a dominant cluster, demonstrating robust multiplexing (Fig. 1b, Supplementary Fig. 1b). 

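The A549 time courses held 3568 cells with TGFB1, 12,435 with EGF and 12,911 with TNF, counting the untreated and withdrawn cells of each series. DU145 had 2853, 4663 and 4172 cells in the same order, MCF7 1998, 3177 and 2282, and OVCA420 665, 1772 and 2794. Counted per library, 521 of 576 wells held at least 1 cell.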

In total, we annotated 58,088 single cells from across 576 samples, comprising six replicates of the 12 time course experiments (Fig. 1c, Supplementary Fig. 1c). Replicates were highly correlated, supporting the consistency of the experimental procedures and processing workflow (Supplementary Fig. 2).

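Among the genes that TGFB1 raised most in A549 cells, which were chosen for a rise on every plate, MMP2, which encodes a protease that cleaves collagen, had 1.12 ± 0.782 CPM in untreated cells and 71.0 ± 6.70 CPM at 7 d (SD, n = 4 plates). The cytokine gene IL11 had 8.80 ± 7.18 CPM in untreated cells and 267 ± 169 CPM at 7 d. AKR1B10, which encodes an aldo-keto reductase, was chosen by the same rule among genes that fell and had 3392 ± 801 CPM in untreated cells and 432 ± 248 CPM at 7 d. Pearson's r of log2 CPM across genes with a mean of at least 10 CPM was taken between library sums of 1 time course and time point. Its median was 0.973 over 164 pairs of libraries split from 1 plate. It was 0.968 over 383 pairs of libraries from different plates of 1 run and 0.960 over 588 pairs of libraries from different runs. Libraries split from 1 plate enter these pairs separately. The lowest value was 0.781. Where both sums held at least 100 cells, the medians were 0.987, 0.981 and 0.980. Genes are not independent replicates, and no p is attached to these values.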

**Fig. 1:**
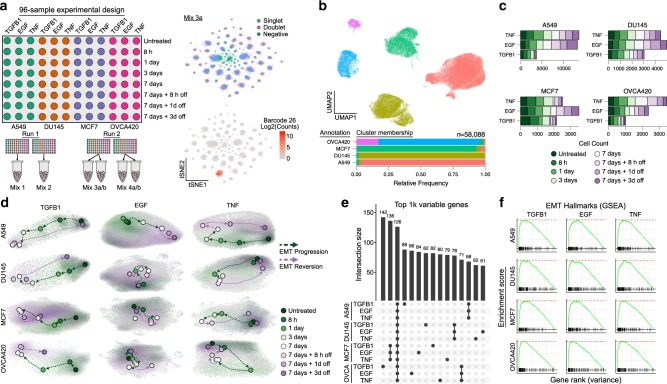
Multiplexed scRNA-seq profiling of 12 EMT time course experiments. **a** Schematic of the 96-well experimental design for the 12 EMT time course experiments (left), and *t*-SNE embeddings of the MULTI-seq barcode counts, demonstrating strong signal for demultiplexing (right). **b** UMAP embedding of aggregated expression data of all data, colored by unsupervised clustering (top), and a graph showing the relative proportion of annotations for each cell line assigned to each cluster after demultiplexing (bottom). **c** Graph showing the number of cells captured for each time course experiment. **d** UMAP embeddings of each of the 12 time course experiments. Grey dots correspond to individual cells, shaded regions represent the related sample density for each time point, and colored dots correspond to the maxima of the density function. **e** UpSet plot showing the intersections of the top 1000 variable genes of each time course experiment. **f** GSEA plots showing the NES for the EMT hallmark genes in the variance-ranked genes for all conditions.

### Transcriptional dynamics of the EMT are context specific

We next assessed the temporal progression of each time course. 

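In A549 cells with TNF, the chemokine gene CCL2 rose at 8 h by a log2 fold change of 3.43 (standard error 0.34, adjusted p = 3.2e-07) and IL32, a cytokine gene, by 3.64 (standard error 0.40, adjusted p = 5.6e-08), from 4 plates each. In DU145 cells with TGFB1, PMEPA1, which encodes an inhibitor of SMAD signaling, rose at 8 h by 3.05 (standard error 0.17, adjusted p = 9.3e-20). COL4A1, a collagen gene, differed by 2.18 (standard error 0.81, adjusted p = 0.089) at 8 h in these cells and rose by 3.16 (standard error 0.78, adjusted p = 6.0e-04) at 1 d. In OVCA420 cells with EGF, PHLDA1, a target of ERK signaling, rose at 8 h by 1.25 (standard error 0.11, adjusted p = 1.3e-18). At 8 h, edgeR called between 9 genes (MCF7 with EGF) and 1337 genes (A549 with TNF) against untreated cells, and at 1 d between 20 genes (MCF7 with EGF) and 2465 genes (A549 with TGFB1). Untreated wells of 2 series of a line differ in no treatment. Between them, edgeR with the plate term called 1 to 13 genes in MCF7 and 2 to 82 in A549. After 7 d of TNF and 3 d without it, CCL2 in A549 differed from untreated cells by -0.04 (standard error 0.38, adjusted p = 1) and ICAM1, an adhesion molecule gene, in DU145 by -0.01 (standard error 0.25, adjusted p = 1). PMEPA1 was still higher in DU145 cells 3 d after TGFB1 had been withdrawn, by 0.87 (standard error 0.22, adjusted p = 0.03).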

In each case, time-dependent shifts in cells’ expression profiles were evident, and withdrawal samples showed reversion back toward the untreated state (Fig. 1d). In each cell line, receptors for the three EMT inducers were detectable, explaining these dynamics (Supplementary Fig. 3). 

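Receptor genes of all 3 inducers had UMIs in untreated cells of the 4 lines. TGFBR1, which encodes the type I TGFB receptor, was at 7.39 ± 1.23 CPM in A549 (SD, n = 4 plates), 8.02 ± 1.30 in DU145, 7.39 ± 1.15 in MCF7 and 7.80 ± 2.95 in OVCA420. TGFBR2, which encodes the type II receptor, was at 16.9 ± 4.94, 16.6 ± 6.58, 4.28 ± 1.18 and 9.94 ± 5.65 CPM in the same order, and the EGF receptor gene EGFR at 39.5 ± 12.6, 47.4 ± 7.39, 3.28 ± 0.547 and 24.1 ± 9.71 CPM. TNFRSF1A, which encodes the TNF receptor found on most cells, was at 236 ± 3.64, 95.9 ± 13.8, 32.8 ± 4.78 and 71.9 ± 4.10 CPM. The other TNF receptor gene, TNFRSF1B, had 0.913 ± 0.402 CPM in DU145 and is missing from the time course files of the other lines. Genes of other lines also had counts in these pooled libraries, and their source was not tested. For pairs of lines, genes were taken with 200 CPM or more in 1 line and at most 2% of that in the other in those screens. They stood at 1.49% to 8.43% of their source level in untreated cells of the other line. EGFR in MCF7 was within that range of its level in DU145.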

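KRT17, a keratin gene of basal epithelium, ranked 1, 4 and 1 by variance in MCF7 cells with TGFB1, EGF and TNF, and 1551, 126 and 847 in DU145. AKR1B10 ranked 16, 13 and 23 in A549 and 5224, 935 and 1658 in MCF7, while CD44, which encodes a hyaluronan receptor, stood among the 1000 most variable genes of every time course, at ranks 454, 215 and 263 in A549. These 3 genes were chosen after the values were seen. The lists of the 1000 genes with the highest variance after a variance-stabilizing transformation held 3084 genes between them, of which 951 (30.8%) were in a single list and 152 in all 12. The mean Jaccard index of 2 lists was 0.581 for pairs of 1 line, 0.299 for pairs of 1 inducer and 0.293 for the other pairs. The 3 time courses of A549 shared 661 genes, those of DU145 694, those of MCF7 662 and those of OVCA420 530. Variance also holds what differs between untreated cells of a line, so these lists are not lists of responding genes.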

While the top 1000 variable genes for each time course showed some expression patterns conserved across cell lines, context-dependent gene sets were dominant (Fig. 1e). Gene set enrichment analysis (GSEA) of variance-ranked genes for each time course did, however, demonstrate enrichment for the MSigDB hallmark EMT gene set in all conditions^22^ (Fig. 1f). This is consistent with the morphological changes we observed, and further supports that these changes are associated with an EMT response. 

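Genes of the EMT list, 153 of which were in the A549 TGFB1 file, stood high in each ranking by variance. Their normalized enrichment scores were 6.41, 6.75 and 6.87 in A549 with TGFB1, EGF and TNF, 6.25, 6.10 and 6.49 in DU145, 5.69, 5.35 and 5.55 in MCF7 and 6.14, 6.18 and 5.97 in OVCA420. SERPINE1, a member that encodes an inhibitor of plasminogen activators, ranked 15 in DU145 with TGFB1 and 28 in OVCA420 with TNF, and FN1, which encodes fibronectin, ranked 45, 24 and 28 in the A549 series (SERPINE1 was chosen after the values were seen). Each permutation p was 1.0e-04, the smallest that 10000 permutations of genes allow, and the adjusted p was 1.4e-04 over the lists of all time courses together. Other lists also stood high: in A549 with TGFB1 the score was 4.33 for AP-1 genes, 4.24 for targets of ATF4 and 4.03 for DNA replication genes. The paper counts AP-1 and ATF4 among factors implicated in EMT. The list was written from textbook knowledge of the hallmark set rather than taken from its file.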

The minimal overlap of top variable genes among conditions suggests that the specific EMT genes involved in the response may vary.

To specifically compare temporal dynamics of the EMT, we first pseudotemporally ordered the cells from each condition (Fig. 2a, b). 

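In A549 cells, VIM, which encodes an intermediate filament protein, rose with TGFB1 over the time course, by log2 fold changes of 0.94 ± 0.07 at 1 d and 1.05 ± 0.07 at 7 d (estimate ± standard error, 3 and 4 plates). LAMC2, a laminin gene, rose in DU145 by 1.40 ± 0.20 at 8 h, 3.40 ± 0.19 at 3 d and 3.33 ± 0.19 at 7 d, and 3 d after withdrawal stood at 0.71 (standard error 0.25, adjusted p = 0.18). MUC1, a mucin gene, had fallen in these cells at 7 d to a log2 fold change of -3.81 (standard error 0.48, adjusted p = 1.5e-07) and stayed low after withdrawal, at -3.47 (standard error 0.60, adjusted p = 1.4e-04). The position of each sum between untreated cells (0%) and 7 d cells (100%) was measured along the 500 variable genes with the largest 7 d change in the other run. With TGFB1, A549 stood at 17.8% ± 5.78, 59.6% ± 8.37 and 87.9% ± 3.44 at 8 h, 1 d and 3 d (SD over plates), and DU145 at 43.6% ± 2.74, 70.5% ± 7.11 and 89.7% ± 4.42. In the same order, the positions with TNF were 55.2% ± 17.5, 80.8% ± 4.86 and 85.1% ± 9.62 in A549 and 74.8% ± 16.9, 105% ± 18.1 and 96.0% ± 16.0 in DU145. From 8 h to 1 d the position rose in 10 of 10 time courses, from 1 d to 3 d in 6 of 10 (23 of 35 plates, mean 6.70 percentage points, -44.2 to 38.6 over time courses), and from 3 d to 7 d in 8 of 10, by a mean of 8.46 percentage points (26 of 36 plates rose). The axis was made of 7 d changes, so a response of equal size in partly other genes stands below 100%. A rise from 3 d to 7 d is thus favored by the measure and does not by itself show progress. Between 3 d and 7 d, edgeR called 171 genes in A549 with TGFB1 and 29 with TNF, but 0 in DU145 and MCF7 with EGF and with TNF. In these 291, 790, 361 and 505 genes had an unadjusted p under 0.05, and DESeq2 called 0, 0, 0 and 1. The counts of A549 with TGFB1 and with TNF ran from 56 to 160 and from 9 to 21 with a plate left out. Without the plate term they were 20 and 1. With it, edgeR called 2 to 82 genes between untreated wells of 2 series in A549, which differ in no treatment. After 3 d without the inducer, the position was below 7 d in 8 of 8 time courses. It stood at 46.8% ± 14.8 in A549 with EGF and 44.2% ± 16.9 in A549 with TNF, from 4 plates each. In DU145 it stood at 35.2% ± 5.39 with TGFB1, 12.1% ± 11.7 with TNF and -10.9% ± 4.79 with EGF, also from 4 plates each. The last value ran from -79.8% to 27.5% with a plate left out and was 19.8% on the authors' pseudotime, a measure chosen after the values were seen. Against untreated cells, edgeR then called 560 genes in A549 with EGF and 340 with TNF, 134 in DU145 with TGFB1 and 0 with EGF and with TNF (492 and 462 at an unadjusted p under 0.05, 0 and 0 by DESeq2). With a plate left out, the first 3 counts ran from 220 to 488, 152 to 221 and 42 to 153. Without the plate term they were 1, 27 and 41. MCF7 and OVCA420 with TGFB1 have no position, since each had a single plate at 7 d, and at 4 plates an exact sign-flip test cannot go below p = 0.13.

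**Figure D1:**
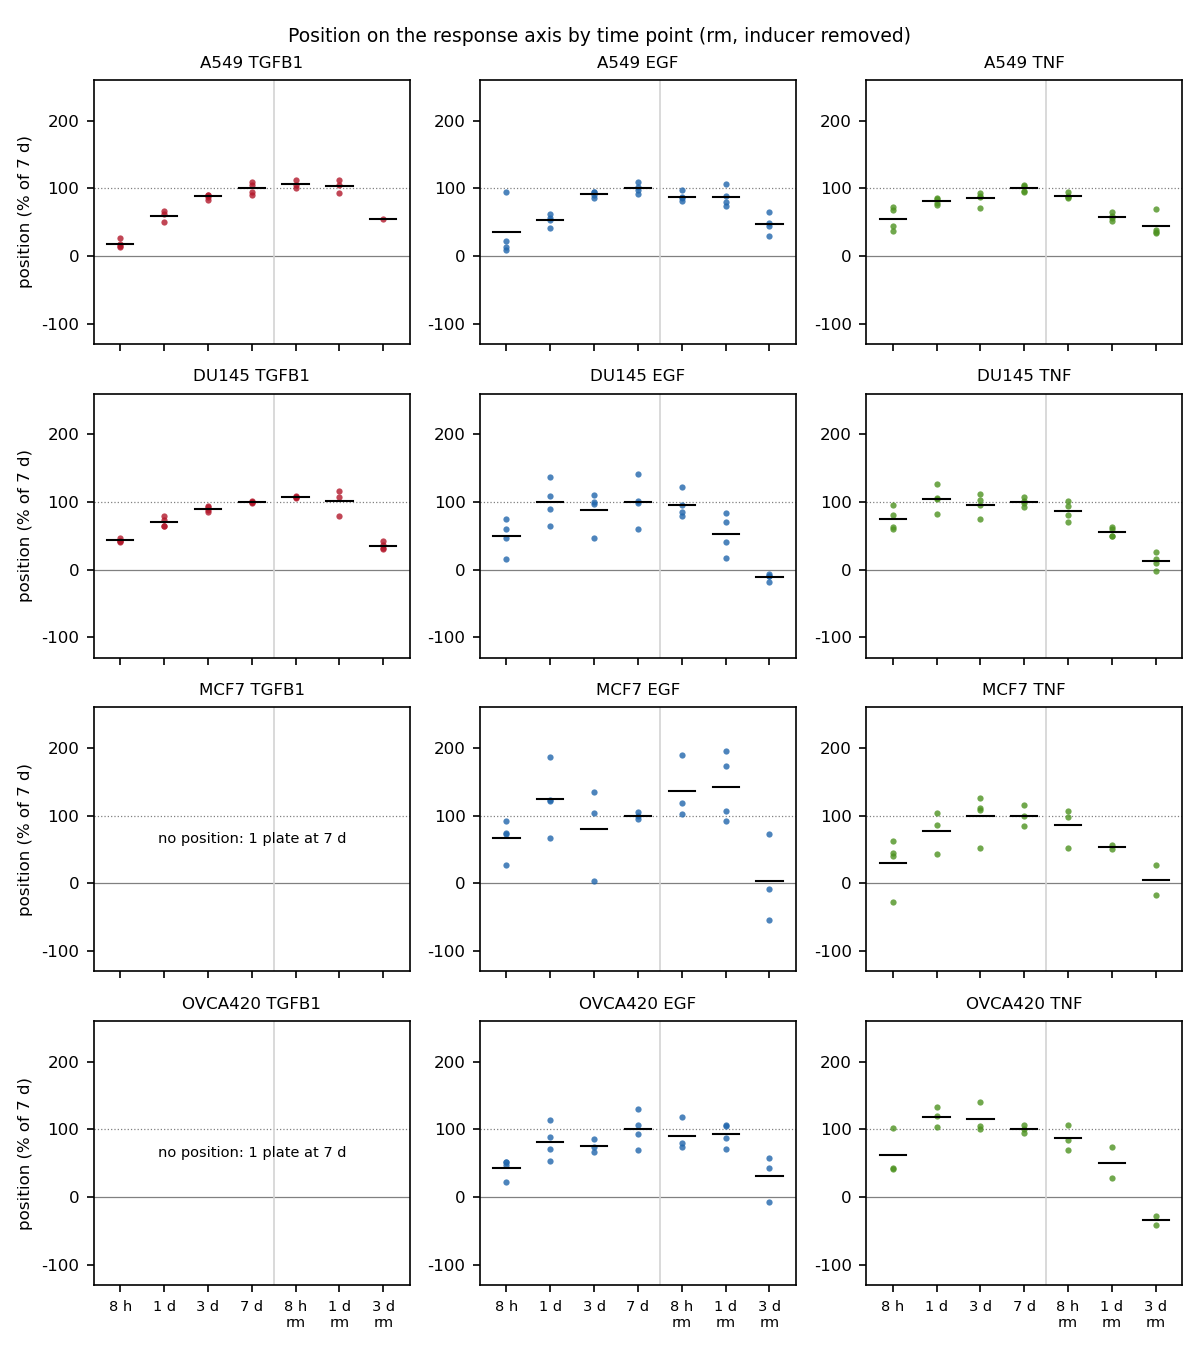
Position between untreated cells (0%) and cells treated for 7 d (100%) by time point in each time course, with points for plates and lines for their means. Withdrawal time points stand to the right of 7 d, where the 4 DU145 plates with EGF lie below 0% at 3 d of withdrawal.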

In each time course, cells progressively transitioned throughout the full 7 days of EMT induction, and withdrawal of the EMT stimulus led to a near-complete reversion after as few as 3 days (Fig. 2b). We note that it is possible that the cells could have continued to transition following day 7. It will be important for future studies to assess the temporal limits of the EMT response. We then assessed gene expression dynamics throughout the pseudotemporal trajectories. In all cases, transitions were not simply linear processes of two opposing E/M expression programs. Rather, all involved combinations of discrete transcriptional events (Supplementary Fig. 4), suggesting that the EMT may be a multistep process. 

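Genes of 1 time course moved at different times. In A549 with TGFB1, SNAI1, which encodes a zinc finger repressor of CDH1, stood at log2 fold changes of 1.84 ± 0.29, 2.02 ± 0.29, 1.50 ± 0.30 and 0.98 ± 0.47 at 8 h, 1 d, 3 d and 7 d (estimate ± standard error, 4 plates, 3 at 1 d). PMEPA1 stood at 2.29 ± 0.14, 2.90 ± 0.15, 2.92 ± 0.14 and 2.88 ± 0.16. In MCF7 with TNF, NFKBIA, which encodes the inhibitor of NFkB, stood at 2.25 ± 0.33, 2.06 ± 0.35, 1.79 ± 0.33 and 1.89 ± 0.39. The interferon-induced genes STAT1 and IFI27 stood at 0.49 ± 0.32 and -0.15 ± 0.40 at 8 h and at 1.87 ± 0.37 and 2.52 ± 0.45 at 7 d. CCL2 in A549 with TNF was at its highest at 8 h and stood at 2.60 ± 0.34, 1.97 ± 0.35 and 1.68 ± 0.35 at the later times. The times named for SNAI1, PMEPA1, NFKBIA, STAT1, IFI27 and CCL2 were chosen after the values were seen. Calls against untreated cells numbered 762 at 8 h, 3099 at 3 d and 2103 at 7 d in A549 with TGFB1 and, in the same order, 56, 620 and 290 in MCF7 with TNF, but the number of cells also differed between times. With a plate left out, the 7 d counts ran from 1164 to 1984 and from 91 to 273.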

We found that each condition, with the exception of A549 cells induced with EGF and OVCA420 treated with TNF, was associated with an average increase in the expression of the EMT hallmark gene set^22^, with TGFB1 often producing the most potent effects (Fig. 2c). 

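The largest mean changes of the EMT list of genes came with TGFB1. In A549, 142 of its members were measured, with a mean log2 fold change of 1.26 at 7 d, and 81 higher and 9 lower passed the test (93 and 9 when adjusted over the list alone). SPOCK1, which encodes a matrix proteoglycan, rose by 5.06 (standard error 0.47, adjusted p = 2.4e-12) from 1.59 to 67.0 CPM, and lies on chromosome 5 from 136975298 to 137598379 of GRCh38. In DU145 with TGFB1, the mean was 0.79 over 114 genes, 53 higher and 6 lower (62 and 12 adjusted over the list alone), with the collagen genes COL4A1 up by 5.00 (standard error 0.77, adjusted p = 4.2e-08) and COL4A2 by 3.86 (standard error 0.38, adjusted p = 1.4e-09). In OVCA420 with TGFB1, where 1 plate of 10 cells stood at 7 d, it was 1.63 over 93 genes, 41 higher and 1 lower (49 and 4 adjusted over the list alone). TNF raised the list in A549, with a mean of 0.50 over 143 genes and 72 higher and 12 lower (75 and 18 adjusted over the list alone), and in MCF7, with a mean of 0.53 over 105 genes and 11 higher and 0 lower (16 and 1). In these MCF7 sums, genes of DU145 rose too on plates 2, 3 and 4. They went from 3.69%, 4.08% and 6.39% of their source level in untreated cells to 10.2%, 10.2% and 10.4% at 7 d. Genes of A549 went from 6.64%, 5.06% and 5.67% to 7.32%, 9.05% and 5.15%. Those of OVCA420 went from 1.52%, 1.31% and 3.09% to 1.64%, 1.94% and 2.08%. These sets were chosen on untreated cells, so a rise with TNF in MCF7 itself cannot be told apart from RNA of other lines. In DU145 with TNF the mean was 0.12 over 108 genes, 19 higher and 9 lower (30 and 12). The camera test called these 6 time courses higher, with adjusted p = 1.8e-32, 1.2e-25, 4.5e-30, 1.8e-17, 4.8e-08 and 0.0023 in the order named, and all 6 held with an estimated correlation. OVCA420 with EGF (mean 0.26 over 89 genes, 10 higher and 6 lower) and with TNF (mean 0.22 over 97 genes, 8 higher and 2 lower) were also called, at adjusted p = 0.0071 and 0.0056, but not with an estimated correlation (adjusted p = 0.24 and 0.28). EGF gave means of -0.01 in A549, 0.00 in DU145 and 0.00 in MCF7, where camera called no change (adjusted p = 1, 0.94 and 0.96). MCF7 with TGFB1, with 22 cells at 7 d, had a mean of -0.06 and a median of 0.12, with adjusted p = 0.14.

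**Figure D2:**
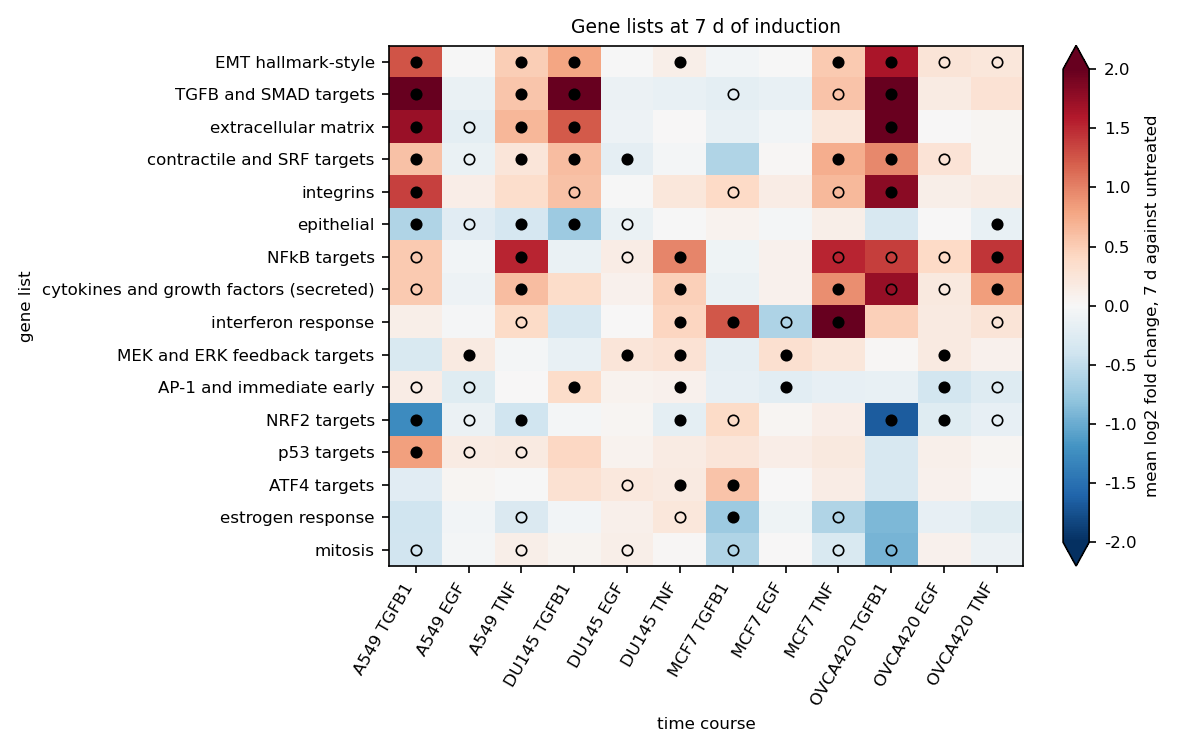
Mean log2 fold change at 7 d of each gene list in the 12 time courses, as color from -2 to 2. Open circles mark lists called by camera at an adjusted p under 0.05, and filled circles those that also hold with an estimated correlation, as the EMT list does in 6 time courses.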

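In A549 with EGF, members of the EMT list moved both ways: 16 higher and 17 lower of 140 passed the test (19 and 20 when adjusted over the list alone). ITGA2, which encodes an integrin that binds collagen, rose by a log2 fold change of 0.93 (standard error 0.17, adjusted p = 1.6e-05) and TIMP1, an inhibitor of matrix proteases, by 0.32 (standard error 0.04, adjusted p = 6.0e-08), from 4 plates. FLNA, which encodes the actin crosslinker filamin A, fell by 0.43 (standard error 0.05, adjusted p = 4.9e-09) and TPM4, a tropomyosin gene, by 0.34 (standard error 0.05, adjusted p = 8.5e-07). FN1 also fell, by 0.40 (standard error 0.10, adjusted p = 0.0067). In OVCA420 with TNF, from 3 untreated plates and 4 plates at 7 d, 12 and 6 of 97 members were higher and lower when adjusted over the list alone. TNFAIP3, an NFkB target that limits NFkB signaling, rose from 0.260 to 11.3 CPM (adjusted p = 4.3e-05). CXCL8, which encodes a chemokine, rose by 2.73 (standard error 0.30, adjusted p = 4.4e-05) and the integrin gene ITGAV by 0.88 (standard error 0.19, adjusted p = 0.0013). MATN2, a matrix protein gene, fell by 1.61 (standard error 0.30, adjusted p = 2.5e-04). fry's mixed test, which asks whether members changed in either direction, gave adjusted p = 1.4e-18 in A549 with EGF and 3.1e-12 in OVCA420 with TNF.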

GSEA revealed, however, that differentially expressed genes from these two conditions, along with all others, were enriched for the hallmark gene set (Supplementary Fig. 5a), but in these two specific conditions, several EMT hallmark genes are repressed, resulting in a net neutral EMT score (Supplementary Fig. 5b).

**Fig. 2:**
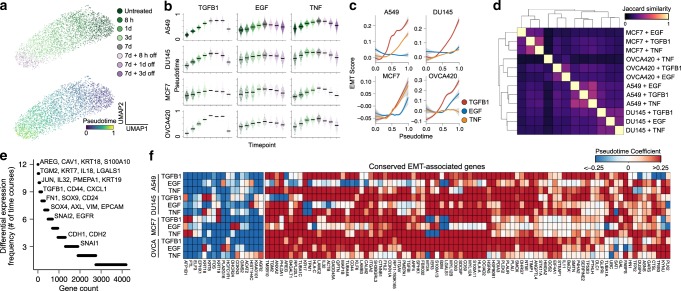
EMT transcriptional responses are largely context specific. **a** UMAP embeddings of A549 cells treated with TGFB1. Each point represents an individual cell, and colors correspond to time point (top) or pseudotime value (bottom). **b** Sina plot showing the distribution of pseudotime values across time points for all 12 time course experiments, with time points colored the same as in **a**. Horizontal black bars represent mean expression values for each group and each point corresponds to a single cell. **c** Smoothed model of the EMT hallmark gene set score throughout the pseudotime. Shaded bands for each line correspond to the standard error for each model. **d** Clustered heatmap of all pairwise Jaccard similarity values for the differentially expressed genes in each condition. **e** Counts of how frequently each gene is differentially expressed among time course experiments. **f** Heatmap showing EMT-associated expression changes associated with a gene set of all genes that are differentially expressed in at least eight time course experiments. The colormap corresponds to the pseudotime beta coefficient of the linear model for each gene.

Surprisingly, responses of individual cell lines to different stimuli were more similar than the responses of different cell lines to the same stimulus, but importantly, all pairwise comparisons show very little overlap in their differentially expressed genes (average Jaccard index of 0.22; Fig. 2d). 

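In A549, AGR2, which encodes a disulfide isomerase of secretory epithelium, fell with TNF by a log2 fold change of 2.35 (standard error 0.17, adjusted p = 7.8e-10) and with TGFB1 from 294 to 29.9 CPM. AKR1B10 fell by 1.46 (standard error 0.12, adjusted p = 5.4e-09) with TNF and 2.85 (standard error 0.23, adjusted p = 6.7e-08) with TGFB1 (4 plates at each time). Genes shared within an inducer included PMEPA1, which rose with TGFB1 by 3.30 (standard error 0.17, adjusted p = 3.2e-22) in DU145 and 1.36 (standard error 0.19, adjusted p = 2.4e-05) in MCF7. They also included BIRC3, on chromosome 11 from 102317484 to 102339403, an NFkB target that encodes an inhibitor of apoptosis. It rose with TNF by 1.43 (standard error 0.18, adjusted p = 1.2e-05) in DU145 and 2.98 (standard error 0.33, adjusted p = 5.4e-08) in OVCA420. The number of genes called across the EMT time points was 1313, 671 and 1158 in A549 with TGFB1, EGF and TNF, 812, 52 and 339 in DU145, 190, 48 and 439 in MCF7 and 802, 224 and 232 in OVCA420. Without the plate term 10 of the 12 were lower by over 1.5 times and with thinned sums all 12, and with a plate left out 9 moved by as much, among them DU145 with EGF (0 to 76), MCF7 with EGF (18 to 45) and OVCA420 with TNF (77 to 256). Over the 66 pairs of time courses, the mean Jaccard index of the called genes was 0.100 (0.0145 to 0.384). It was highest for A549 with TGFB1 and A549 with TNF, and was 0.269 for A549 and DU145 with TGFB1. The mean was 0.174 for the 12 pairs of 1 line, 0.102 for the 18 pairs of 1 inducer and 0.0754 for the other 36, and the first exceeded the second by 0.0722 (permutation test of the line and inducer labels, two-sided p = 0.0013). The difference changed sign without the plate term (-0.0117, p = 0.41) and with every sum thinned to 1 number of UMIs (-0.0244, p = 0.22), both by the same permutation test. Unequal list lengths cap the index. A549 with TGFB1 and MCF7 with EGF shared 28 of 48 genes, at 0.0210 of a possible 0.0366. DU145 and OVCA420 with TGFB1 stood at 0.188 of a possible 0.988. With the 200 genes of lowest p in every time course, chosen after the values were seen, the mean index was 0.0700.

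**Figure D3:**
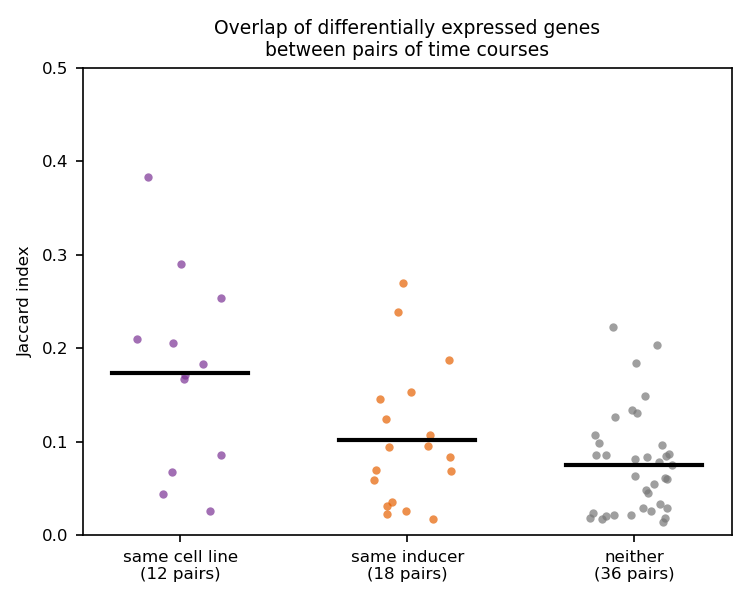
Jaccard index of the genes called across the EMT time points for each of the 66 pairs of time courses, grouped by what the pair shares, with bars for the means. The highest pair is A549 with TGFB1 and A549 with TNF.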

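Genes called in a single time course included ACTG2, an actin gene of smooth muscle, which rose with TNF in MCF7 by a log2 fold change of 4.95 (standard error 1.33, adjusted p = 0.014). ESR1, which encodes an estrogen receptor, was measured in MCF7 alone and fell there with EGF by 0.68 (standard error 0.14, adjusted p = 0.0045). At the other end, S100A11, which encodes a calcium-binding protein, was called in 10 time courses and ANXA2, an annexin gene, in 9; their median log2 fold changes at 7 d over the 12 time courses were 0.26 and 0.19. Of the 2738 genes called in any time course, 1173 were called in 1 and 636 in 2, together 66.1%. A further 404 were called in 3 time courses, 253 in 4, 129 in 5, 71 in 6 and 44 in 7, and none in all 12. From the small number of time courses in which most genes changed, the paper proposes that the expression programs of EMT depend on the context.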

Of all genes differentially expressed across conditions, the majority changed in as few as one to two conditions, suggesting that the global expression programs associated with the EMT are remarkably context specific (Fig. 2e, Supplementary Data 1). 

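TGM2, which encodes a transglutaminase that crosslinks matrix proteins, rose at 7 d by a log2 fold change of 1.45 (standard error 0.27, adjusted p = 0.0011) in A549 with TGFB1, 2.37 (standard error 0.51, adjusted p = 0.013) in MCF7 with TNF and 1.33 (standard error 0.31, adjusted p = 0.024) in OVCA420 with TNF. CD44 rose by 1.40 (standard error 0.16, adjusted p = 2.4e-12) in DU145 and 0.78 (standard error 0.11, adjusted p = 4.0e-08) in A549 with TGFB1. FN1 rose in A549 with TGFB1 by 1.93 (standard error 0.36, adjusted p = 0.0011) and fell in OVCA420 with EGF by 1.16 (standard error 0.20, adjusted p = 8.3e-06). The gene of the inducer TGFB1 rose in A549 with TGFB1 by 1.34 (standard error 0.13, adjusted p = 2.5e-14) and with TNF by 0.38 (standard error 0.08, adjusted p = 1.1e-04). PMEPA1, on chromosome 20 from 57648392 to 57711536 of GRCh38, fell in DU145 with TNF by 0.52 (standard error 0.15, adjusted p = 0.021). Called across the EMT time points were TGM2 in 8 of 12 time courses, CD44 in 6 of 12, PMEPA1 in 6 of 12, FN1 in 4 of the 10 that measured it and TGFB1 in 2 of 12. At 7 d alone, TGM2 was higher in 6 time courses and lower in 0, CD44 higher in 5, TGFB1 in 3 and FN1 higher in 2 and lower in 2. The paper chose these 5 genes on the same samples, so their counts are not independent evidence.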

A small subset of canonical EMT genes, including TGFB1, CD44, and FN1, along with less-reported genes, such as TGM2 and PMEPA1, were differentially expressed in most conditions. 

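PLAUR, the urokinase receptor gene and a member of the EMT list, rose at 7 d by a log2 fold change of 1.48 (standard error 0.22, adjusted p = 2.9e-08) in OVCA420 with EGF, 0.66 (standard error 0.10, adjusted p = 4.0e-05) in A549 with EGF and 0.61 (standard error 0.11, adjusted p = 0.0025) in DU145 with EGF. TGFBI, a member that encodes a matrix protein, was called in 4 time courses and rose in DU145 with TGFB1 by 3.19 (standard error 0.31, adjusted p = 2.6e-08). THBS1, which encodes thrombospondin 1, was called in 6 and rose in A549 with TGFB1 by 2.66 (standard error 0.24, adjusted p = 6.3e-15). Of the 200 genes of the list, 163 were measured in at least 1 time course, 116 were called across the EMT time points of at least 1, 43 of 1 or 2, and 14 of more than 6 of the 12. The last number was 7, 9, 7 and 2 with plates 1 to 4 left out in turn, 1 without the plate term and 20 with 6 libraries as replicates.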

The majority of the MSigDB hallmark EMT gene set was differentially expressed in only a small number of conditions, with only 49/200 hallmark genes being differentially expressed across the majority of conditions (Supplementary Fig. 6). 

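In A549 with TGFB1, the matrix gene COL4A1 rose by a log2 fold change of 4.06 (standard error 0.25, adjusted p = 5.5e-23) and LTBP3, which encodes a protein that binds latent TGFB, by 2.02 (standard error 0.20, adjusted p = 7.8e-14). There 20 higher and 1 lower of 34 members of the matrix list passed the test (20 and 1 when adjusted over the list alone). In DU145 with TGFB1, 12 higher and 0 lower of 25 did, and in A549 with TNF 19 higher and 2 lower of 37, with list means of 1.23 and 0.67. In A549 with EGF, FBLN1, which encodes fibulin 1, fell by 0.46 (standard error 0.11, adjusted p = 0.0031) and MATN2 by 0.97 (standard error 0.27, adjusted p = 0.012), and the list mean was -0.19. Of the integrin genes, ITGAV rose by 1.29 (standard error 0.16, adjusted p = 1.2e-09) in A549 with TGFB1, where ITGB5 fell by 1.83 (standard error 0.31, adjusted p = 4.0e-08); 8 higher and 1 lower of 11 members passed the test there (mean 1.37). Of the proteases and inhibitors, MMP2 rose by 5.48 (standard error 0.43, adjusted p = 4.1e-28) in A549 with TGFB1, and TIMP1 by 1.15 (standard error 0.18, adjusted p = 3.6e-05) in OVCA420 with EGF. The list means were 1.85 in A549 with TGFB1 (16 higher and 1 lower of 26) and 0.89 in OVCA420 with EGF (5 higher and 0 lower of 26). By camera, the matrix list was higher in A549, DU145 and OVCA420 with TGFB1 and in A549 with TNF, and the integrins in A549 and OVCA420 with TGFB1. It called the proteases higher in all TGFB1 and EGF time courses of A549, DU145 and OVCA420 and in DU145 with TNF. Each of these calls at an adjusted p under 0.05 held with an estimated correlation. The lower matrix list of A549 with EGF did not (adjusted p = 0.17 with an estimated correlation), nor did the higher integrins of DU145 with TGFB1 (adjusted p = 0.09) or the higher proteases of A549 with TNF (adjusted p = 0.16). In MCF7, the higher integrins with TGFB1 and with TNF (adjusted p = 0.27 and 0.12) and the higher proteases with TGFB1 (adjusted p = 0.098) were lost in the same way. Across the EMT time points, 27 of 39 matrix genes, 12 of 12 integrin genes and 28 of 34 proteases and inhibitors were called in at least 1 time course, and 2, 1 and 3 in more than 6.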

Extracellular matrix proteins, proteases, and integrins from the hallmark gene set are variably affected across conditions, which could explain the differences in morphological changes observed (Supplementary Fig. 6). This may reflect that the hallmark genes were derived from various founder gene sets that may have been driven by fibroblast expression rather than an EMT (ref. ^23^). Interestingly, however, many canonical EMT genes, including SNAI1, CDH1 (E-cadherin), and CDH2 (N-cadherin) differentially expressed in only a small number of conditions (Fig. 2e).

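CDH1, which encodes E-cadherin, lies on chromosome 16 from 68737292 to 68835537 of GRCh38. It fell at 7 d in DU145 with TGFB1 by a log2 fold change of 1.84 (standard error 0.47, adjusted p = 0.0011), in A549 with TNF by 0.90 (standard error 0.23, adjusted p = 0.0027) and in A549 with EGF by 0.85 (standard error 0.24, adjusted p = 0.012). In MCF7 with TNF it was at 107 ± 16.8 CPM in untreated cells and 107 ± 27.2 CPM at 7 d (SD). CDH2, which encodes N-cadherin, rose in A549 with TGFB1 by 2.65 (standard error 0.27, adjusted p = 1.1e-10), from 9.13 to 59.4 CPM, and with TNF by 1.22 (standard error 0.19, adjusted p = 1.8e-06). SNAI1 was at 4.20 ± 1.65 CPM in untreated cells and 6.37 ± 1.08 CPM at 7 d in A549 with TGFB1 (SD, 4 plates), where it was called across the EMT time points (adjusted p = 2.1e-09 from the F test) and not at 7 d alone (adjusted p = 0.16). CDH1 was called across the EMT time points of 2 of 12 time courses, CDH2 of 3 of the 4 that measured it and SNAI1 of 1 of the 4 that measured it. Of the 42 genes of the epithelial list, 27 were called in at least 1 time course.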

To identify signatures that may not have been represented in the hallmark gene set, we took all genes that were differentially expressed in at least eight (defined as two-thirds of our conditions as to not be too restrictive) of our experimental conditions, and compiled our own gene set of 86 conserved upregulated genes and 17 downregulated genes (Fig. 2f, Supplementary Data 2). 

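Among genes called across the EMT time points of at least 8 of the 12 time courses, ITGA2, OCIAD2 and CD59 had positive log2 fold changes at 7 d in all 12. Their medians and ranges were 0.83 (0.21 to 2.06) for ITGA2, 0.52 (0.03 to 2.2) for OCIAD2 and 0.47 (0.07 to 1.37) for CD59, which encodes an inhibitor of complement, and each was called higher at 7 d in 7 time courses. PLAUR, on chromosome 19 from 43646095 to 43670547 of GRCh38, had a median of 0.77 (-0.31 to 2.77) and was called higher in 8 and lower in 0, and SPHK1, which encodes a sphingosine kinase, had a median of 0.85 (-0.01 to 2.95). EPHX1, which encodes an epoxide hydrolase, was negative in all 12, with a median of -0.73 (-2.22 to -0.24), and was called lower in 4. AQP3, an aquaporin gene, had a median of -0.68, with 6 time courses called lower and 1 higher. In all, 28 genes were called in at least 8 time courses, 19 with a median change above 0 and 9 below, and 14 of them changed 1 way wherever they were called at 7 d. The number was 4 to 18 with a plate left out, 0 without the plate term, 4 with thinned sums and 48 with 6 libraries as replicates. The paper's list of 86 genes held 14 of the 28 and its list of 17 held 3. Of the first list, 45 genes were called in at least 6 time courses, and all 86 had a median change above 0 (median over genes 0.36). Of the second, 8 were called in at least 6, and all had a median below 0 (-0.20). The study chose both lists on these samples, so their direction is not independent evidence.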

While no gene represents a universal marker of the transition, this list contains those that were most frequently changed. Common epithelial-associated (downregulated) genes included various keratins (*KRT8, KRT18*, and *KRT19*), consistent with morphological changes and the loss of epithelial features. 

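KRT19, which encodes a keratin of simple epithelium, lies on chromosome 17 from 41523617 to 41528308 of GRCh38. It fell at 7 d by a log2 fold change of 1.54 (standard error 0.18, adjusted p = 1.1e-08) in A549 with TGFB1, from 276 to 97.4 CPM. Its change was a fall by 0.65 (standard error 0.10, adjusted p = 1.4e-06) in DU145 with TGFB1 and by 0.44 (standard error 0.10, adjusted p = 0.0025) in A549 with TNF, while it rose in DU145 with TNF by 0.46 (standard error 0.13, adjusted p = 0.043). KRT8 and KRT18, which encode a keratin pair, fell in A549 with TNF by 0.94 (standard error 0.08, adjusted p = 1.7e-08) and 0.89 (standard error 0.08, adjusted p = 2.5e-08), from 2859 to 1499.7 CPM and from 7269 to 3906 CPM (4 plates). At 7 d, KRT8 was called lower in 2 of 12 time courses, KRT18 in 1 and KRT19 lower in 4 and higher in 1, and their median changes were -0.14, -0.11 and -0.16. Of the epithelial list, 14 of 31 genes fell in DU145 with TGFB1 and 1 rose (mean -0.73), among them the adhesion gene EPCAM, by 1.31 (standard error 0.14, adjusted p = 5.6e-11). In A549 with TNF, 13 of 34 fell and 3 rose (mean -0.34), with the polarity gene LLGL2 down by 1.30 (standard error 0.11, adjusted p = 1.6e-14) and the tight junction gene CLDN1 up by 1.17 (standard error 0.15, adjusted p = 3.5e-07). In A549 with TGFB1, 7 of 30 fell and 2 rose (mean -0.60). When adjusted over the list alone, 18, 14 and 8 fell in the order named. Camera called the list lower in these 3 time courses and in OVCA420 with TNF, and the 4 calls held with an estimated correlation, while those of A549 with EGF and DU145 with EGF did not (adjusted p = 0.07 and 0.4). In A549 with TGFB1, 4 genes of MCF7 fell too on plates 1 to 4, as did genes of OVCA420. Those of MCF7 went from 10.9%, 6.68%, 7.12% and 5.97% of their source level in untreated cells to 6.48%, 2.69%, 2.73% and 2.66% at 7 d. RNA of other lines is therefore not ruled out as a part of the falls there, that of KRT19 among them. The 3 keratins were chosen by the paper on these samples.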

While the conserved mesenchymal-associated (upregulated) genes contain several canonical EMT genes, many are not typically associated with the transition. These upregulated genes, however, do enrich for GO terms associated typical EMT-associated traits, including extracellular matrix disassembly (*p* = 5.0e−4) and organization (*p* = 3.7e−4), cell migration (*p* = 2.0e−3), and negative regulation of apoptosis (*p* = 4.4e−11; Supplementary Fig. 7a). Regulatory regions of the 86 mesenchymal-associated genes are also enriched in binding sites for AP-1, MYC, MEF2, and KLF transcription factors (Supplementary Fig. 7b). These factors have all been implicated in the EMT and could represent conserved regulators of the transition^24–28^. We also confirmed that these 86 mesenchymal-associated genes have variable expression levels among cancer cells from individual human lung tumors and syngeneic mouse tumor models, as well as in scRNA-seq data of healthy epithelium from various mouse tissues (Supplementary Fig. 8a). Further, in each of these data sets, the 86 mesenchymal-associated genes are highly correlated (Supplementary Fig. 8b). Together, this suggests that this expression program is not simply an artifact of culture experiments, but are coexpressed in vivo and may contribute to an E/M heterogeneity program in these tissues.

### The EMT can be coordinated by diverse transcription factor networks

While many of the most conserved EMT genes are regulated by shared regulatory factors (Supplementary Fig. 7b), these conserved genes only represent a small fraction of differentially expressed genes. We next sought to determine if the remainder of EMT-associated expression dynamics are driven by a common regulatory program that perhaps gives rise to distinct expression patterns due to cells’ epigenetic or mutational profiles, for example. Across the experimental conditions we assessed, most canonical EMT transcription factors—other than SNAI2—were rarely differentially expressed (Fig. 3a). While in some cases (e.g., TWIST1) the transcription factors were not detected, perhaps owing to insufficient sensitivity to lowly expressed genes, canonical EMT transcription factors were often readily detectable, but did not show dynamics throughout the EMT response (Supplementary Fig. 9). 

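SNAI2, which encodes the repressor SLUG, was at 0 CPM in untreated A549 cells and 2.63 ± 2.52 CPM after 7 d of TGFB1 (SD, n = 4 plates; adjusted p = 2.6e-06 across the EMT time points by edgeR), and it lies on chromosome 8 from 48917598 to 48921740 of GRCh38. ZEB1, which encodes a zinc finger repressor, differed in A549 with TGFB1 by a log2 fold change of 0.92 (standard error 0.34, adjusted p = 0.053) and was called in 0 of the 6 time courses that measured it. TWIST2, a basic helix-loop-helix factor gene, rose in A549 with TNF by 0.37 (standard error 0.13, adjusted p = 0.033). SNAI2 was called across the EMT time points of 2 of 6 time courses, TWIST2 of 1 of 6 and ZEB2 of 0 of 2, and TWIST1 passed the count filter in none. Of the 5 factors measured, 3 were called in at least 1 time course and 0 in 6 or more. At such levels a change could be missed: in the series with the fewest cells, OVCA420 with TGFB1, 7 d stood on 1 plate.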

We scored each cell for the coexpression of transcription factors and their putative target genes (regulons), and identified those that showed differential activity throughout the EMT. We found that transcription factor activity is also remarkably context specific, with most being restricted to one to two of our time course experiments (Fig. 3b). Several factors were fairly well conserved, however. 

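SOX4, which encodes a transcription factor, rose at 7 d by a log2 fold change of 2.50 (standard error 0.13, adjusted p = 5.5e-30) in A549 with TGFB1, 2.36 (standard error 0.33, adjusted p = 5.2e-06) in DU145 with TGFB1 and 1.56 (standard error 0.17, adjusted p = 4.4e-07) in A549 with TNF. RELB, which encodes an NFkB subunit, rose with TNF by 1.57 (standard error 0.28, adjusted p = 2.1e-04) in A549 and 1.34 (standard error 0.23, adjusted p = 5.3e-06) in OVCA420. JUNB, an AP-1 gene, rose by 1.29 (standard error 0.11, adjusted p = 2.7e-17) in DU145 with TGFB1, while JUN rose in A549 with TGFB1 by 1.27 (standard error 0.12, adjusted p = 4.7e-15) and fell in MCF7 with EGF by 0.73 (standard error 0.14, adjusted p = 0.0037). KLF6 rose in A549 with TGFB1 by 0.85 (standard error 0.14, adjusted p = 7.7e-07) and fell with EGF by 0.45 (standard error 0.11, adjusted p = 0.0088). ELF3, which encodes an epithelial ETS factor, fell by 2.73 (standard error 0.47, adjusted p = 6.1e-05) in A549 with TGFB1 and 1.41 (standard error 0.28, adjusted p = 2.4e-05) in DU145 with TGFB1. At 7 d, SOX4 was called higher in 5 of 12 time courses, JUNB in 4, RELB in 3, ATF4 in 1, KLF6 higher in 4 and lower in 1, JUN higher in 4 and lower in 3, and ELF3 was called lower in 7 and MYBL2 in 3. Of the targets of NFkB, 33 higher and 1 lower of 39 passed the test in A549 with TNF (mean 1.52; 35 and 1 when adjusted over the list alone) and 21 higher and 1 lower of 33 in DU145 (mean 0.98). SOD2, which encodes a mitochondrial superoxide dismutase, rose in A549 by 2.29 (standard error 0.34, adjusted p = 1.7e-05), and ICAM1 in DU145 by 1.41 (standard error 0.21, adjusted p = 5.9e-05). Camera called this list higher with TNF in A549, DU145, OVCA420 and MCF7, and the call was lost in MCF7 with an estimated correlation (adjusted p = 0.088). AP-1 genes were called lower in OVCA420 with EGF (mean -0.36, 1 higher and 7 lower of 20) and higher in DU145 with TGFB1 (mean 0.36), where both calls held. In OVCA420 with EGF the list of sample handling stress, which shares 8 genes with the AP-1 list, was lower too (mean -0.47). Regulon activity itself was not scored, and the paper chose the 8 factors on these samples.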

Consistent with our list of conserved genes, AP-1 (JUN, JUNB), the NFkB-associated RELB, ATF4, SOX4, and KLF6 regulons showed frequent activation, whereas ELF3 and MYBL2 activity often decreased (Fig. 3c). These factors have all been previously implicated in the EMT, but are not typically considered canonical EMT regulators^29–34^. To assess the accuracy of these results, we used ATAC-seq to assess the accessibility of transcription factor motifs throughout the EMT and compared accessibility dynamics to the inferred regulon activity. For the purpose of validation, we chose to assess the OVCA420 TGFB1 time course (Fig. 3d). This was the smallest data set in our scRNA-seq cohort, so we chose to validate the approach on the condition with the lowest power for inferring transcription factor activity. We found that in many cases, motif accessibility throughout the EMT-mirrored regulon activity measured from scRNA-seq data alone (Fig. 3e). This supports that the regulon activity inference provides an accurate representation of the transcription factor activity throughout each of the conditions assessed.

**Fig. 3:**
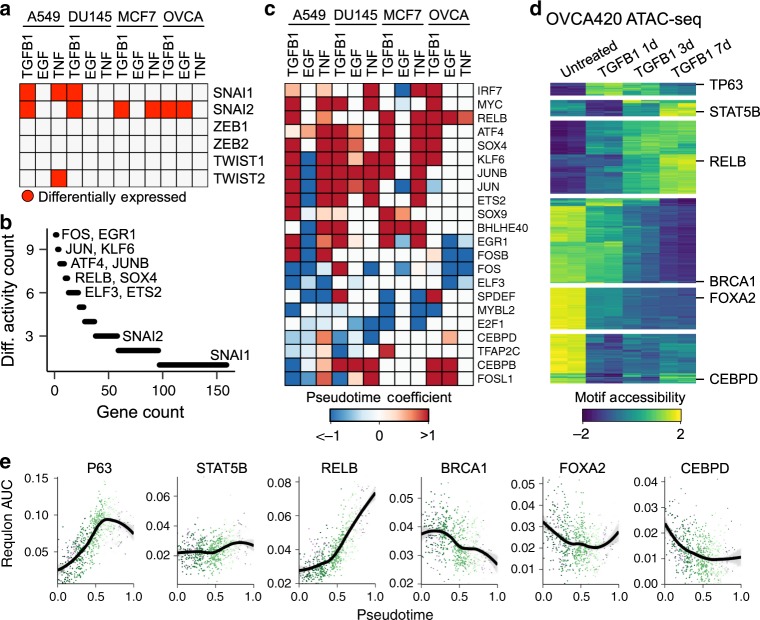
Inferring transcription factor activity throughout the EMT. **a** Plot showing in which time course experiments various canonical EMT transcription factors are differentially expressed. **b** Counts of how frequently various transcription factors and their associated regulons are differentially active among time course experiments. **c** Heatmap showing EMT-associated changes of regulons that are differentially active in at least six time course experiments. The colormap corresponds to the pseudotime beta coefficient of a linear model for each regulon. **d** Differential accessibility of transcription factor motifs from ATAC-seq data of OVCA420 cells treated with TGFB1 for 0, 1, 3, or 7 days. The colormap represents the accessibility *Z*-score for each transcription factor motif. Examples of transcription factors from each cluster are listed. **e** Regulon activity score of the same transcription factors listed in **d** inferred from the OVCA420 TGFB1 time course experiment. Each dot represents a single cell, colored by time point. The black line corresponds to the modeled trend from a generalized additive model. Shaded bands for each line correspond to the standard error for each model.

### Kinase inhibitor screens reveal signaling dependencies in a variety of EMT responses

Paracrine signaling is another regulatory feature likely to coordinate the EMT across a population of cells^35–38^. 

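The list of secreted cytokines and growth factors was called higher with TNF in all 4 lines. CCL20, a chemokine gene, rose in OVCA420 by a log2 fold change of 4.41 (standard error 1.16, adjusted p = 0.0038) and CXCL1, another, by 2.13 (standard error 0.42, adjusted p = 0.0072). In DU145, LTB, which encodes lymphotoxin beta and lies on chromosome 6 from 31580525 to 31582522 of GRCh38, rose by 4.11 (standard error 0.54, adjusted p = 6.0e-07), and in A549 CXCL8 rose by 3.29 (standard error 0.48, adjusted p = 2.9e-06). With TGFB1, PDGFC, which encodes a platelet-derived growth factor, rose in A549 by 3.93 (standard error 0.49, adjusted p = 5.3e-12) while INHBB, an inhibin subunit gene, fell from 18.8 to 0.223 CPM (adjusted p = 7.0e-09). With EGF, HBEGF, which encodes an EGFR ligand, rose in OVCA420 by 1.06 (standard error 0.20, adjusted p = 6.9e-05), while CCL2 fell in A549 by 1.03 (standard error 0.17, adjusted p = 4.2e-04). AREG, another EGFR ligand gene, rose with EGF by 0.93 (standard error 0.18, adjusted p = 0.04) in MCF7 and fell with TGFB1 in DU145 by 2.59 (standard error 0.23, adjusted p = 1.3e-08). Of the measured genes of the secreted list, 17 higher and 6 lower of 46 passed the test in A549 with TNF (mean 0.61; 17 and 6 when adjusted over the list alone) and 9 higher and 1 lower of 41 in DU145 (mean 0.48; 15 and 2). With the same inducer it was 2 higher and 0 lower of 27 in MCF7 (mean 0.92; 2 and 0) and 9 higher and 0 lower of 38 in OVCA420 (mean 0.83; 14 and 1). In the MCF7 sums, genes of DU145 rose too on plates 2, 3 and 4. They went from 3.69%, 4.08% and 6.39% of their source level in untreated cells to 10.2%, 10.2% and 10.4% at 7 d. Genes of A549 and of OVCA420 rose on plates 2 and 3 and fell on plate 4. Camera called the secreted list higher with TNF in the 4 lines, in the order named, at adjusted p = 4.8e-04, 1.1e-07, 1.4e-04 and 1.3e-12, and these calls held with an estimated correlation. It also called A549 and OVCA420 with TGFB1 (means 0.52 and 1.74) and OVCA420 with EGF (0.19), which were lost with an estimated correlation (adjusted p = 0.14, 0.058 and 0.21). In the other 5 time courses the list was not called, with means of -0.10 in A549 with EGF, 0.37 and 0.09 in DU145 with TGFB1 and EGF, and -0.14 and 0.08 in MCF7 with TGFB1 and EGF. Across the EMT time points, 47 of the 64 genes measured were called in at least 1 time course and 3 in at least 6.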

In fact, we found that the expression of secreted factors spanning a variety of signaling pathways broadly increased in each of our 12 time courses (Fig. 4a, b). Given this, we next established an experimental design to mechanistically assess the dependence of the EMT on multiple signaling pathways and compare these dependencies across contexts. We curated a selection of 22 small molecule inhibitors targeting a variety of kinases and treated cell lines alone for 7 days, or in combination with one of the three EMT inducers previously used (Fig. 4c). Leveraging MULTI-seq to multiplex samples, we ultimately generated scRNA-seq profiles for 45,911 cells across the 384 distinct conditions.

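Cells of the same 4 lines were grown for 7 d with 1 of 22 inhibitors at 1 µM or without any, alone or with TGFB1, EGF or TNF, in 384 wells that were marked with barcodes, pooled and sequenced as in the time courses. LY364947 and SB-431542 inhibit the type I TGFB receptor TGFBR1, erlotinib and gefitinib inhibit EGFR, PD0325901 inhibits MEK, and necrostatin-5 inhibits RIPK1. The files hold raw UMI counts of 40,910 different cells from 366 wells, made by the authors with Cell Ranger on GRCh38. Cells of a well were summed, and wells of at least 20 cells were used. Their median depth was 1,727,024 UMIs (116,467 to 8,548,649) over 75 wells in A549, 1,442,516 UMIs (102,422 to 8,325,126) over 89 wells in DU145, 895,511 UMIs (215,593 to 2,358,251) over 70 wells in MCF7 and 1,065,193 UMIs (255,963 to 4,455,338) over 61 wells in OVCA420. The response retained with an inhibitor is the slope of its well's log2 changes on the 7 d changes of the time course of that line and inducer, over up to 300 genes called there, in percent of the slope without inhibitor. Without inhibitor the slopes with TGFB1, EGF and TNF were 0.584, 0.609 and 0.551 in A549, 0.631, 0.843 and 0.846 in DU145 and 0.140, 0.654 and 0.432 in MCF7, and 0.758 and 0.859 in OVCA420 with EGF and TNF. OVCA420 with TGFB1 held 10 cells without inhibitor and has no retained percentage. Each combination with an inhibitor was a single well. Those without rest on 2 wells of at least 20 cells, but on 1 in DU145 with EGF and in MCF7 with TNF and on none in OVCA420 with TGFB1, so no test was made within a line, and levels carry 95% Poisson intervals for counting error only.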

**Fig. 4:**
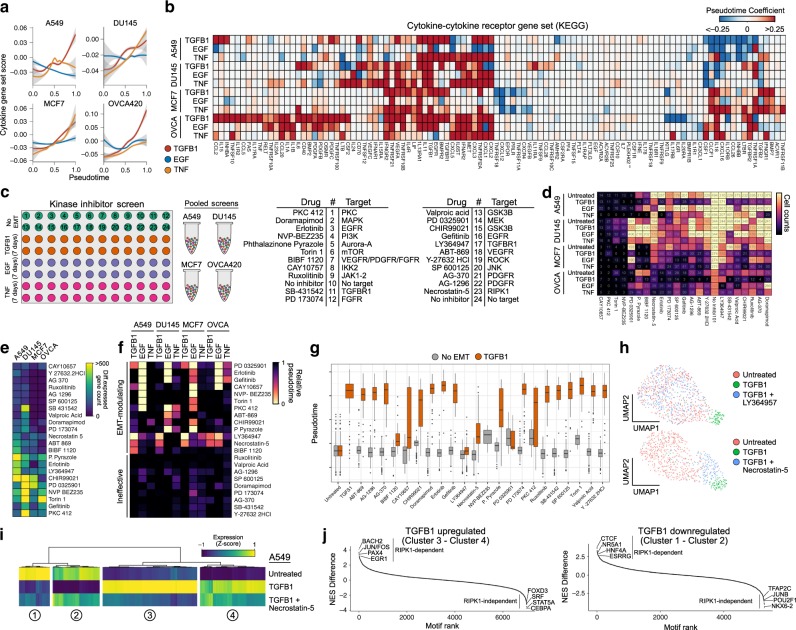
Kinase inhibitor screens identify signaling dependencies of the EMT. **a** Gene set score of the KEGG pathway “cytokine–cytokine receptor interaction” over pseudotime for each time course experiment. Shaded bands for each line correspond to the standard error for each model. **b** Heatmap showing EMT-associated changes of the individual genes of the same gene set as in **a**, only listing those with a significant change in at least one time course experiment. **c** Schematic of the 384-sample experimental design for the kinase inhibitor screen. **d** Heatmap showing the number of cells annotated to each condition after demultiplexing the scRNA-seq data. **e** Summary of the number of genes that are differentially expressed in each cell line exposed to the inhibitors without EMT induction. **f** Average pseudotime values calculated for each condition. **g** Boxplots showing the distribution of pseudotime values for A549 cells treated with the inhibitors alone (grey) or in combination with TGFB1 (orange). The horizontal black line of the boxplot represents the median value, the box spans the 25th and 75th percentiles, and whiskers correspond to 1.5 times the interquartile range. **h** UMAP embeddings of untreated A549 cells with those had been treated with TGFB1 alone or in combination with the TGFBR1 inhibitor LY364947 (top), or the RIPK1 inhibitor necrostatin-5 (bottom). **i** Heatmap showing expression (*Z*-score) of genes differentially expressed in A549 cells by TGFB1 in untreated A549 cells, as well as those treated with TGFB1 alone or in combination with necrostatin-5. **j** Difference in normalized enrichment scores for transcription factor targets in genes that are successfully inhibited by necrostatin-5 compared to those that are not. Positive values correspond to regulons with that are enriched in necrostatin-5-inhibited genes, whereas negative values represent those are not affected by necrostatin-5.

From retrieved cell counts alone, drop-out patterns from cell line-dependent and -independent cytotoxic/cytostatic effects can be observed (Fig. 4d, e). 

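Wells with CAY10657, an inhibitor of IKK2, held 110 cells in all 4 lines together, and 15 of its 16 wells held fewer than 20. PKC 412, an inhibitor of protein kinase C and other kinases, left 168 cells, NVP-BEZ235, an inhibitor of PI3K and mTOR, 256 cells and Torin 1, an inhibitor of mTOR, 356 cells. Their median wells held 5.30%, 10.1% and 14.1% of the cells of the matched well without inhibitor. With LY364947 there were 3473 cells, with SB-431542 3077 cells and with necrostatin-5 1976 cells. PD0325901 left a median of 8 cells per well in A549, 230 in DU145, 129.5 in MCF7 and 22.5 in OVCA420. Of the 352 wells with an inhibitor, 85 held fewer than 20 cells, 21 of A549, 6 of DU145, 25 of MCF7 and 33 of OVCA420. Recovery of cells in barcoding also sets these counts, and the inhibitors were named here after the values were seen.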

To assess the impact of these inhibitors on EMT progression, however, we calculated pseudotime values for the inhibited cells using the models built from corresponding time course experiments of the same cell line and EMT inducer (Fig. 4f). From this, we could identify inhibitors that reduced cells’ pseudotime values at 7 days compared to uninhibited controls, therefore dampening the EMT response. LY364947 (TGFBR1 inhibitor), for example, abrogated TGFB1-induced EMTs (Fig. 4f–h), and erlotinib and gefitinib (EGFR inhibitors) consistently blocked the effects of EGF (Fig. 4f).

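In A549, PMEPA1 was at 248 CPM (235 to 262) without inducer, 1422 CPM (1336 to 1512) with TGFB1 and 284 CPM (267 to 301) with TGFB1 and LY364947, with 95% Poisson intervals in parentheses. In DU145 it was at 174 CPM (161 to 189), 1254 CPM (1212 to 1298) and 266 CPM (246 to 286) in the same order, and in MCF7 at 109 CPM (97.7 to 120.3), 382 CPM (353 to 413) and 86.0 CPM (73.3 to 100.3). PHLDA1 was in A549 at 57.8 CPM (51.4 to 64.7) without inducer, 112 CPM (101 to 122) with EGF, 48.7 CPM (40.7 to 57.8) with EGF and erlotinib and 52.0 CPM (43.2 to 62.1) with EGF and gefitinib. In OVCA420 it was, in the same order, at 26.7 CPM (20.3 to 34.4), 74.4 CPM (62.3 to 88.1), 15 CPM (5.51 to 32.7) and 20.2 CPM (8.71 to 39.8). LY364947 left -4.58% of the TGFB1 response in A549, 15.2% in DU145 and -15.6% in MCF7, the lowest of 17, 21 and 17 inhibitors measured, and -1.67% ± 15.6 (SD, n = 3 lines) on average. Against cells that had the inhibitor alone in place of untreated cells, these were 16.6%, 35.6% and 24.6%. SB-431542, at the same dose and time, left 100.3% ± 11.1 (SD, n = 3 lines) of it, and against cells with SB-431542 alone 119% in A549, 113% in DU145 and 50.6% in MCF7. The difference between both inhibitors of TGFBR1 was -102 percentage points (SD 9.47, 3 lines; exact sign-flip test, p = 0.25, the smallest that 3 lines allow). An exchange of the labels of the SB-431542 and necrostatin-5 wells is not ruled out. Erlotinib left -30.7% of the EGF response in A549, -98.9% in DU145, 26.4% in MCF7 and -24.5% in OVCA420 (exact sign-flip test against 100%, p = 0.13, the smallest that 4 lines allow), and gefitinib 1.70% in A549, -46.6% in DU145 and -9.94% in OVCA420. Erlotinib differed from gefitinib, which shares its quinazoline core, by -33.1 points (SD 18.9, -52.3 to -14.6 over 3 lines; exact sign-flip test, p = 0.25, the smallest possible). In DU145 with EGF, where 22 genes made up the response, the values against cells with the inhibitor alone were -30.0% for erlotinib and 63.6% for gefitinib, and erlotinib in MCF7 stood at 4.20%.

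**Figure D4:**
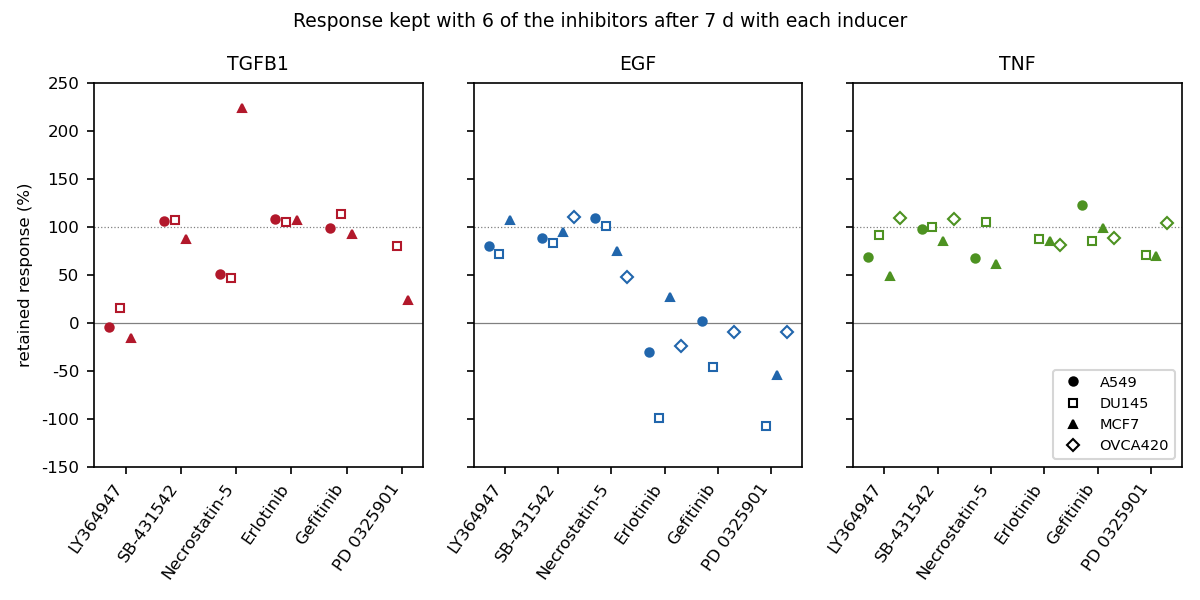
Response retained with 6 inhibitors, in percent of the response without inhibitor, for each inducer, with a symbol per line (1 well each). The TGFB1 responses with LY364947 lie near 0% and those with SB-431542 near 100%. An exchange of the SB-431542 and necrostatin-5 labels is not ruled out.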

The effects of these inhibitors, however, weren’t limited to blocking the direct signaling of the EMT-inducing factor. For example, TGFBR1 inhibition partially blocked EMT progression in a variety of conditions, including EGF-treated A549 and OVCA420 cells, and TNF-treated A549 and MCF7 cells (Fig. 4f). This suggests that the activation of paracrine TGFB1 signaling may be critical for EMT progression, following a variety of initial stimuli, supporting previous work showing the dependence of the EMT on transcription-factor-activated TGFB1 autocrine loops^39–41^.

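PMEPA1, a target of SMAD signaling, was at 399.8 CPM (379 to 422) in A549 with TNF and 58.0 CPM (48.3 to 69.1) with TNF and LY364947, and in MCF7 at 292 CPM (263 to 323) and 71.6 CPM (55.1 to 91.4). With SB-431542 it was at 468 CPM (448 to 489) and 238 CPM (207 to 273). NFKBIA, a target of NFkB, was in MCF7 at 438 CPM (402 to 475) with TNF and 350.0 CPM (312 to 391) with LY364947, and IL32 in A549 at 96.3 CPM (86.1 to 107) and 64.0 CPM (53.8 to 75.7). LY364947 left 68.7% of the TNF response in A549, 91.2% in DU145, 48.8% in MCF7 and 109% in OVCA420, and 80.4% of the EGF response in A549, 71.7% in DU145 and 107% in MCF7. OVCA420 with EGF and LY364947 held 10 cells and was not measured. Against cells with LY364947 alone, the values were 113% in A549 with TNF, 64.3% in MCF7 with TNF, 46.0% in A549 with EGF and 123% in DU145 with EGF. LY364947 and SB-431542 differed by -18.4 points with TNF (SD 17.4, 4 lines; exact sign-flip test, p = 0.25, smallest possible 0.13) and by -2.50 with EGF (-11.8 to 12.3, 3 lines; exact p = 1). From effects of TGFBR1 inhibition outside TGFB1 treatment, the paper proposes that paracrine TGFB1 signaling may be needed for EMT after other stimuli.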

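With TGFB1, PMEPA1 was in MCF7 at 147 CPM (122 to 176) with the MEK inhibitor PD0325901, and PHLDA1 in DU145 went from 57.2 CPM (48.4 to 67.1) without inhibitor to 6.77 CPM (3.10 to 12.9) with it. PD0325901 left 23.8% of the TGFB1 response in MCF7, where 44 genes made up the response and the slope without inhibitor was low, the second lowest of the 17 inhibitors measured. In A549 its well with TGFB1 held 3 cells and was not measured. Erlotinib left 107% ± 1.38 (SD, n = 3 lines) of the TGFB1 response and 84.4% ± 3.40 (SD, n = 3 lines) of the TNF response, and gefitinib 102% ± 10.8 (SD, n = 3 lines) and 98.8% ± 16.8 (SD, n = 4 lines). Erlotinib differed from gefitinib by 4.89 points with TGFB1 (-8.50 to 14.2 over 3 lines; exact sign-flip test, p = 0.5) and by -6.53 with TNF (-14.2 to 2.08; p = 0.5, smallest possible 0.25). With EGF, PD0325901 left -107% in DU145, -54.2% in MCF7 and -9.32% in OVCA420. Against cells with PD0325901 alone, DU145 stood at 87.5% and MCF7 at -7.64%.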

Effects of direct EGFR inhibition with erlotinib and gefitinib were largely restricted to EGF-treated EMT responses, but inhibition of its downstream kinase MEK (with PD 0325901) hindered the EMT response in TGFB1-treated A549 and MCF7 cells. Non-canonical TGFBR1 signaling through MEK/ERK has been previously reported^42,43^, and two recent studies have proposed a MEK-dependent regulatory checkpoint in the EMT (refs. ^11,44^). 

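In DU145, PMEPA1 was at 1785 CPM (1714 to 1858) with TGFB1 and the MEK inhibitor PD0325901, above its level with TGFB1 alone, while DUSP6, a feedback target of ERK, went from 12.2 CPM (8.34 to 17.2) to 1.50 CPM (0.182 to 5.44). PD0325901 left 80.4% of the TGFB1 response in DU145, the fourth lowest of the 21 inhibitors measured, and between 67.4% and 85.8% with other gene numbers, reference cells and scores. OVCA420 has no retained percentage with TGFB1, and its well with TGFB1 and PD0325901 held 3 cells.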

While our data for TGFB1-treated A549 and MCF7 cells are in agreement with these findings, it also demonstrates that this checkpoint is not universal, even among other TGFB1-induced EMT responses, as DU145 and OVCA420 cells are not susceptible to MEK inhibition (Fig. 4f).

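With TGFB1 and necrostatin-5, PMEPA1 was at 969.8 CPM (917 to 1025) in A549, 460.2 CPM (427 to 495) in DU145 and 135 CPM (118 to 154) in MCF7. With TNF and necrostatin-5 it was at 90.1 CPM (77.5 to 104) in A549 and 73.8 CPM (54.4 to 97.8) in MCF7. Without inducer, the list of TGFB and SMAD targets had a median log2 difference from cells without inhibitor of -0.59 with necrostatin-5, -0.71 with LY364947 and -0.18 with SB-431542, as means of 4 lines. Whether the labels of the necrostatin-5 and SB-431542 wells were exchanged is left open. Necrostatin-5 left 51.2% of the TGFB1 response in A549 and 46.8% in DU145, and 224% in MCF7, where the slope without inhibitor was low and a lasso score gave 39.0%. Of the genes of MCF7 called at 7 d that TGFB1 moved the same way by at least 1 log2 unit in the screen at 50 CPM or more, 4 of 4 kept under 25% of their change (median 13.7%). With EGF it left 109.6% in A549, 101% in DU145, 74.6% in MCF7 and 47.5% in OVCA420, and with TNF 67.2% in A549, 105% in DU145 and 60.8% in MCF7. Against cells with necrostatin-5 alone, the TGFB1 response stood at 70.8% in A549, 62.5% in DU145 and 275% in MCF7. By that reference OVCA420 with EGF stood at 75.8% and A549 with TNF at 106%.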

Inhibition of RIPK1—a kinase involved in activating NFkB and necroptosis pathways—with necrostatin-5 (Nec-5) blocked EMT progression in all of the same conditions as TGFBR1 inhibition. 

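CDH2 was in A549 at 96.2 CPM (74.9 to 122) with TGFB1, 54.4 CPM (42.5 to 68.7) with TGFB1 and necrostatin-5 and 7.86 CPM (5.30 to 11.2) with TGFB1 and LY364947. VIM was at 2139 CPM (2033 to 2249), 1363 CPM (1300.4 to 1428) and 1112 CPM (1079 to 1146) in the same order. The retained TGFB1 response was lower with LY364947 than with necrostatin-5 in 3 of 3 lines, with differences of -239.6 to -31.6 percentage points (exact sign-flip test, p = 0.25, the smallest that 3 lines allow). The first of these is that of MCF7, where the slope without inhibitor was low. With EGF the difference, LY364947 less necrostatin-5, was -8.53 points (-29.2 to 32.6, 3 lines; exact p = 1) and with TNF -7.97 (-13.3 to 1.44, 3 lines; exact p = 0.5).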

Nec-5-treated cells, however, consistently had higher pseudotime values than TGFBR1-inhibited cells, suggesting a partial EMT response (Fig. 4f, g). To determine if the partial response corresponds to reduced magnitude of gene expression changes, or a selective inhibition of a subset of genes, we assessed expression levels of all genes differentially expressed following TGFB1 treatment. 

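In A549, necrostatin-5 left 83.8% of the change that TGFB1 made in TAGLN, an SRF target that encodes an actin-binding protein, 74.3% of that in CDH2, 54.7% of that in IL11 and 22.5% of that in LAMC2, which went from 282 CPM with TGFB1 to 30.7 CPM with TGFB1 and necrostatin-5. In DU145 it left 101% of the change in MUC1, 50.9% of that in PMEPA1, 36.5% of that in TAGLN and 23.7% of that in THBS1. Apart from CDH2 and PMEPA1, these genes were chosen after the values were seen. Of the 218 genes that TGFB1 changed at least 2-fold in A549 at 50 CPM or more, 51 kept less than 25% of their log2 change, 141 kept 25% to 75% and 26 kept more, with a median of 45.1% (quartiles 25.8% and 63.2%). Of the 91 in DU145, these were 15, 72 and 4, with a median of 43.9% (30.2% and 52.1%). With LY364947 the medians were -3.64% and 16.7%, and with SB-431542 99.7% and 102%. By list in A549, the median was 25.4% for 11 NRF2 targets, which TGFB1 lowered, 55.9% for 36 genes of the EMT list and 64.4% for 13 matrix genes. In DU145 it was 47.6% for 18 EMT genes and 36.5% for 11 targets of TGFB and SMAD. Each value rests on 1 well with both, so no gene was tested. Against cells with necrostatin-5 alone, the TGFB1 response as a whole stood at 70.8% in A549 and 62.5% in DU145. Against untreated cells it stood at 51.2% and 46.8%.

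**Figure D5:**
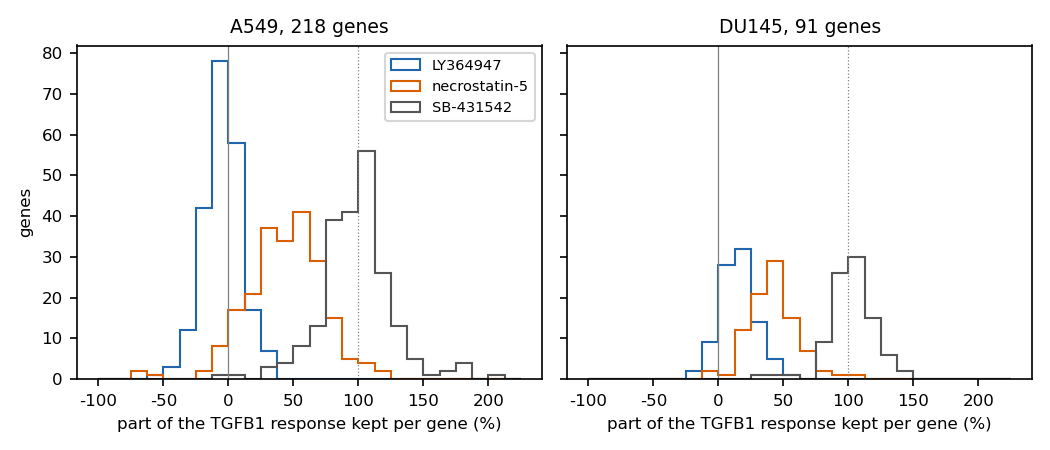
Share of each gene's TGFB1 change kept with LY364947, necrostatin-5 or SB-431542, in percent, as histograms over the 218 genes of A549 and the 91 of DU145. With necrostatin-5, most genes lie between 25% and 75%. An exchange of its label with that of SB-431542 is not ruled out.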

In each case, RIPK1 inhibition only abrogated a subset of TGFB1-induced expression changes, producing a partial EMT response (Fig. 4h, i). 

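PMEPA1 and LAMC2 were called with TGFB1 at 8 h in DU145, and necrostatin-5 left 48.1% of the 7 d change of LAMC2 there. In A549, the 87 genes called at 8 h kept a median of 40.4% with necrostatin-5 and the genes not called at 8 h kept 49.6%. In DU145, the 48 early genes kept 45.2% and the others 42.8%. Across genes, Spearman's rho between the kept share and the part of the 7 d change reached at 1 d was -0.0575 in A549 and -0.0726 in DU145; genes are not independent replicates, and no p is attached.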

Importantly, we note that this partial response with RIPK1 inhibition is not due to a temporal block in EMT progression (i.e., preventing late EMT dynamics), as inhibition does not exclusively prevent late response genes (Supplementary Fig. 10). This suggests that the EMT involves multiple independent regulatory modules that can be perturbed without impacting others.

To our knowledge, no direct cross-talk between the TGFB1 signaling and RIPK1 has been documented, but loss of RIPK1 has been previously associated with an enhanced epithelial phenotype, reduced ERK1/2 phosphorylation, and reduced transcriptional activity of the AP-1 complex^45,46^. To determine if RIPK1 inhibition prevents the activation of AP-1 targets in our EMT models, we assessed the enrichment of transcription factor binding motifs in the promoters of genes that failed to change throughout the EMT in RIPK1-inhibited cells. We found that the AP-1 binding site (JUN/FOS, BACH2 motifs) was the most enriched in promoters of genes that failed to become upregulated in Nec-5-treated cells in response to TGFB1 (Fig. 4j). Other enriched motifs include EGR1 and PAX4 binding sites. Both AP-1 and EGR1 can be activated through ERK1/2 signaling, providing a possible mechanistic link between RIPK1 and these transcriptional changes^46,47^. As ERK1/2 is a downstream effector of MEK, this may also explain the previously proposed MEK checkpoint of the EMT (refs. ^11,44^). While it is still unclear how RIPK1 becomes activated, this regulatory axis is conserved in every condition we assessed that is also dependent on TGFB1 signaling (based on similarity to TGFBR1 inhibition), and may represent a common, though not universal, regulatory network of the EMT.

## Discussion

Here, we have demonstrated that the EMT is a complex cellular process, driven by independent regulatory networks that ultimately give rise to incredible context specificity. Given these findings, we argue that the common paradigm of cells simply undergoing a linear transition between well-defined epithelial and mesenchymal programs is an oversimplification that can lead to erroneous conclusions. Given the variety of EMT responses that can be elicited—each with remarkable dissimilarity—a single mesenchymal gene expression program simply does not exist. The variety of possible responses also makes the full EMT indefinable, as the combination of all is likely to never occur. For the same reason, the number of possible partial EMT states is likely inumerable. This partial state has historically been defined as cells co-expressing both epithelial and mesenchymal markers, but studies have often relied on a small number of canonical markers to make this designation, and we have shown that most markers are inconsistently involved in the transition. This does not discount the likely importance of gradation along some axis of epithelial and mesenchymal phenotypes, but a more comprehensive definition of intermediate and polar states is required.

In this study, we have begun to take steps toward understanding the complexity of E/M plasticity. As single-cell technologies are becoming increasingly scalable, it may soon be possible to learn the complete manifold of all possible states related to E/M plasticity for a given cell type. Unique environment and developmental history will likely mean that this manifold will vary for each cell type, but it may be possible to learn models for their prediction or alignment across settings. It will also be critical to understand how positions along the manifold are associated with phenotypic traits, and how cell perturbations promote dynamics within it. With a comprehensive model of the E/M plasticity, we will gain a quantitative understanding of nuanced cellular heterogeneity, improving our understanding of development, tissue homeostasis, and disease progression. This information will also help inform new strategies to therapeutically modulate cellular phenotypes in disease.

## Methods

### Cell culture

A549, DU145, and MCF7 cells were obtained from ATCC (CCL-185, HTB-81, and HTB-22, respectively). OVCA420 cells were kindly provided by Dr. Gordon Mills. All cells were cultured in Dulbecco’s Modified Eagle Medium with 4.5 g/L glucose, L-glutamine, and sodium pyruvate (Corning, 10-013-CV), supplemented with 10% of fetal bovine serum and cultured at 37 °C with 5% CO_2_.

### EMT time course experiments

For each cell line, 10,000 cells were plated into each well of a 96-well plate according to the schematic in Fig. 1a. The addition of TGFB1, EGF, and TNF were scheduled such that all time points completed at the same time for collection. Cells were treated with 10 ng/mL TGFB1 (R&D Systems, #240-B-010), 30 ng/mL EGF (Invitrogen, #PHG0311), or 10 ng/mL TNF (Invitrogen, #PHC3015). Media was changed and fresh TGFB1, EGF, or TNF were added every 2 days to ensure relatively constant concentrations of these factors. To avoid over-confluence throughout the experiments, cells were passaged as required, but not within the last 2 days of the time course to avoid artifacts at the time of collection. After the scheduled treatments, cells were immediately processed for scRNA-seq multiplexing.

The time course experiments were performed twice independently. Each time, the two time course replicates were performed in parallel, and on the second time through the experiment, two 10x libraries were generated for each plate replicate. Samples from the first replicate are labeled “Mix1” and “Mix2”, corresponding to the two plates running in parallel. Samples from the second replicate are labeled “Mix3a/b” and “Mix4a/b”.

### Kinase inhibitor screen

For each cell line, 10,000 cells were plated into four 96-well plates according to the schematic in Fig. 4c. Cells were simultaneously treated with small molecule kinase inhibitors (listed in Fig. 4c) and either 10 ng/mL TGFB1, 30 ng/mL EGF, or 10 ng/mL of TNF. No-inhibitor and No-EMT-inducer controls were also included for all conditions. All inhibitors were used at a final concentration of 1 µM (Cayman Chemical Kinase Screening Library, Item No. 10505, Batch No. 0537554). EMT inducers and kinase inhibitors were refreshed daily after replacing the culture media. After 7 days of treatment, all samples were immediately processed for scRNA-seq multiplexing.

### Multiplexing individual samples for scRNA-seq

Multiplexing was performed according to the MULTI-seq protocol^13^, and reagents were kindly provided by Dr. Zev Gartner. Briefly, culture media was removed and each well was washed with 1× Dulbecco’s phosphate-buffered saline (PBS; Corning, #21-031-CV). Next, a lipid-modified DNA oligonucleotide and a unique sample barcode oligonucleotide were added at 200 nM to 0.05% trypsin with 0.53 mM EDTA. This was added to each sample to be multiplexed, with each sample receiving a different sample barcode. Cells were incubated with this trypsin mixture for 5 min at 37 °C, and plates were gently mixed periodically. After 5 min, a common lipid-modified co-anchor was added to each well at 200 nM to stabilize the membrane residence of the barcodes. Cells were incubated for an additional 5 min at 37 °C with periodic mixing. After this labeling time, all cells were in suspension, lifted from the plate. The trypsin was then neutralized with cultured media, and the cells were mixed by pipetting to ensure a single-cell suspension. Samples were then transferred to V-bottom 96-well plates, and pelleted at 400 × *g* for 5 min. Barcode-containing media was removed, and the cells were then washed with PBS + 1% bovine serum albumin (BSA). Washes were performed twice, and after the final wash, cells were resuspended in PBS + 1% BSA, pooled together, repelleted, and resuspended in PBS + 1% BSA. Viability and cell counts were then performed, before preparation of the scRNA-seq libraries.

### scRNA-seq library preparation and sequencing

Single-cell suspensions were processed using the 10× Genomics Single Cell 3′ RNA-seq kit (v2 for time course experiments, v3 for kinase inhibition). Gene expression libraries were prepared according to the manufacturer’s protocol. MULTI-seq barcode libraries were retrieved from the samples and libraries were prepared independently according to the MULTI-seq library preparation protocol^13^. Briefly, barcode libraries are separated from the cDNA libraries during the first round of size selection in the 10× Genomics library preparation protocol and PCR-amplified prior to sequencing^13^. Final libraries were sequenced on a NextSeq500 (Illumina). Expression libraries were sequenced so that time course libraries reached an approximate depth of 40,000–50,000 reads per cell (for the v2 scRNA-seq kit), and 20,000–25,000 reads per cell for the kinase inhibitor experiment (v3 scRNA-seq kit). 

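In the files, a cell of the kinase inhibitor screens had a median of 9864.5 UMIs and 3062 detected genes. The A549 screen held 13,664 cells, the DU145 screen 16,134, the MCF7 screen 6229 and the OVCA420 screen 4883.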

For the time course data, we detected a median of 3649 genes and 17,330 UMIs per cell, and for the kinase inhibitor screens, we detected a median of 2360 genes and 7634 UMIs.

### Processing of raw sequencing reads

Raw sequencing reads from the gene expression libraries were processed using CellRanger v2.2.0 for the time course data, and v3.0.2 for the kinase inhibitor data. The GRCh38 build of the human genome was used for both. Except for explicitly setting --expect-cells = 25,000, default parameters were used for all samples. MULTI-seq barcode libraries were simply trimmed to 26 bp (v2 kit) or 28 bp (v3 kit) using Trimmomatic^48^ (v0.36) prior to demultiplexing.

### Demultiplexing expression data with MULTI-seq barcode libraries

Demultiplexing was performed using the deMULTIplex R package (v1.0.2) (https://github.com/chris-mcginnis-ucsf/MULTI-seq). The key concepts for demultiplexing are described in McGinnis et al.^13^. Briefly, the tool takes the barcode sequencing reads and counts the number of times each of the 96 barcodes appears for each cell. Then, for each barcode, it assesses the distribution of counts in cells and determines an optimal quantile threshold to deem a cell positive for a given barcode. Cells positive for more than one barcode are classified as doublets and are removed. Only cells positive for a single barcode are retained for downstream analysis. As each barcode corresponds to a specific sample in the experiment, the sample annotations can then be added to all cells in the data set.

### Data quality control and processing

Quality control was first performed independently on each 10× Genomic library, and all main processing steps were performed with Seurat v3.0.2 (ref. ^49^). Expression matrices for each sample were loaded into R as seurat objects, only retaining cells with >200 genes detected. Cells with a high percentage of mitochondrial gene expression were also removed. We then subsetted the data, making independent seurat objects for each time course or kinase inhibition experiment (i.e., for all independent cell line and EMT inducer combinations). Each condition was then processed independently with a standard workflow. We first removed genes detected in <1% of the cells for the given experiment. The expression values were then normalized with standard library size scaling and log transformation. The top 3000 variable genes were detected using the variance-stabilizing transformation (vst) selection method in Seurat. Expression values were scaled and the following technical factors were regressed out: percentage of mitochondrial reads, number of RNA molecules detected, cycle cycle scores, and for the time course data, batch was also included. For initial exploration, PCA was run on the variable genes, but all UMAP embeddings included in figures are based on PCA run on genes used for pseudotemporal ordering of cells. UMAP embeddings were calculated from the first 30 principal components.

### Pseudotemporal ordering of cells

Pseudotime models for each time course experiment were built using the R package psupertime v0.2.1 (ref. ^50^) on the top 3000 variable genes from each condition. Psupertime is based on ordinal logistic regression, taking scRNA-seq data with sequential labels and identifying a linear combination of genes that places the cells in the specified label order. To build the pseudotime model for each time course, we first omitted the treatment withdrawal samples. Because psupertime is based on regression; however, pseudotime values for new data can be calculated by simply performing matrix multiplication between the coefficient matrix of the pseudotime model and the expression matrix of the new data. We used this approach to calculate pseudotime values for both the treatment withdrawal samples of the time course experiment. We also used the time course models to calculate pseudotime values for the respective kinase inhibition experiments. As the range of pseudotime values can vary between conditions, we simply rescaled the values from 0 to 1 in cases where multiple models were compared in the same figure.

### Differential expression analysis

For time course experiments, expression dynamics of each gene, or transcription factor regulon score, as a function of pseudotime was modeled using the generalized additive model function provided by the R package mgcv with the model exp ~ s(pseudotime, *k* = 4) + batch, with the smoothing parameter estimation method set to restricted maximum likelihood (method = “REML”). The number of basis functions (*k*) was chosen such that the residuals were randomly distributed. *P*-values associated with the smoothed pseudotime function for each gene were adjusted using the p.adjust() function in R with the Benjamini–Hochberg method. As many genes may significantly vary throughout pseudotime but have low effect sizes, we only evaluated significant genes (adjusted *p* < 0.05) that are also within the top 2000 variable genes of each time course experiment. While others may be biologically relevant, their signal in the data is often too low to assess reliably.

When assessing transcription factor activity (Fig. 3) and cytokine production (Fig. 4), we were more generally interested in assessing the directionality of change over pseudotime, so in these cases, we used the same approach, but removed the smoothing function from the model. This allowed us to report the single coefficient associated with the pseudotime covariate, representing whether activity generally increased or decreased throughout the transition.

For the kinase inhibition experiment, we assessed the number of differentially expressed genes in cell lines treated with a kinase inhibitor, but no EMT inducer. For this, we still used the gam() function provided by the mgcv package with the model exp ~ inhibitor, setting the no-inhibitor controls as the intercept. We then quantified the number of genes with an adjusted *p* < 0.05.

### Calculating smoothed expression trends

To calculate smoothed expression trends over pseudotime, we used models used for differential expression, but calculated the fit values for 200 evenly spaced pseudotime values ranging between the minimum and maximum pseudotime values.

### Gene set enrichment analysis

GSEA was performed using the R package fgsea^51^. Input genes were ranked either by their variance values after the vst, computed by Seurat’s FindVariableFeatures() function, or by adjusted *p*-value from the differential expression analysis. Reference gene sets were collected from the Molecular Signatures Database (MSigDB) v6.2.

### Gene set scoring

Gene set scoring of the EMT hallmark gene set and the KEGG pathway “cytokine–cytokine receptor interaction” was performed using the AddModuleScore() function provided by the Seurat package. Default parameters were used.

### Transcription factor regulon scoring of single cells

Regulon scores for individual cells were computed using the SCENIC workflow^52^. Log-transformed expression values for each time course experiment were used as input into the command-line interface functions of pySCENIC. First, gene regulatory networks were computed using the grnboost2 method in the grn function. Next, enriched motifs were identified using the ctx function, providing the cisTarget v9 databases of regulatory features 500 bp upstream, 5 kb centered on the TSS, and 10 kb centered on the TSS. Finally, individual cells were scored for motifs using the aucell function.

### Identifying over-represented transcription factor motifs in gene lists

The R package RcisTarget^52^ was used to identify enriched transcription factor motifs associated with gene lists, using the cisTarget v9 transcription factor motif annotations and the hg19-tss-centered-10kb-10species.mc9nr database of motif rankings. To compare enrichment between two gene lists, we calculated the difference in normalized enrichment scores (NES) for motifs between the two lists and ranked motifs to identify uniquely enriched motifs.

### ATAC-seq sample preparation and analysis

ATAC-seq samples were prepared from OVCA420 cells treated with 10 ng/mL of TGFB1 for 0, 1, 3, or 7 days, and the experiment was performed independently twice. Sample preparation was performed as described by Buenrostro et al.^53^. Briefly, nuclei were extracted from 50,000 cells per sample and chromatin was tagmented using the TDE1 transposase provided in the Nextera DNA Library Preparation Kit (Illumina). While the original protocol recommended 2.5 µL of enzyme, we found that optimal tagmentation of these samples required 5 µL of enzyme at 37 °C for 30 min with gentle mixing. Finally, ATAC libraries were amplified and sequenced on a NextSeq500 150-cycle high output run, yielding ~50 M reads per sample.

Raw reads were aligned to the hg38 build of the human genome using Bowtie2 (ref. ^54^) and peaks were called using MACS2 (ref. ^55^) with the following parameters: -q 0.01 --nomodel --shift -100 --extsize 200 -B --SPMR --broad. Differential motif accessibility was calculated using the R package chromVAR (ref. ^56^). Briefly, the summits of peaks from all samples were merged, and expanded to a 250 bp window, centered on the summit. Motifs from the human_pwms_v2 list included with the package were mapped to the peaks using the matchMotifs() function and then deviations across samples were computed. Significant deviations in motif accessibility were identified using the differentialDeviations() function.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

Raw sequencing files and processed UMI count matrices have been deposited in the NCBI Gene Expression Omnibus under the accession GSE147405. Lung tumour scRNA-seq data previously published by Lambretchs et al.^57^ is available at the ArrayExpress accessions E-MTAB-6653 and E-MTAB-6149. scRNA-seq data from syngeneic mouse tumours by Kumar et al.^58^ is available at the GEO accession GSE121861. Epithelial cell scRNA-seq data from the Tabula Muris Consortium^59^ are available through Figshare (https://doi.org/10.6084/m9.figshare.5968960.v2).

## Code availability

All code used to process data and generate figures is available on a public Github repository at https://github.com/dpcook/emt_dynamics.

# Supplementary material for: Context specificity of the EMT transcriptional response
**Source:** Nat Commun. 2020 May 1;11:2142. doi: 10.1038/s41467-020-16066-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Tables of differentially expressed genes for each time course experiment.

File Name: Supplementary Data 2

Description: List of conserved EMT genes from time course experiments.

# Supplementary material for: Context specificity of the EMT transcriptional response
**Source:** Nat Commun. 2020 May 1;11:2142. doi: 10.1038/s41467-020-16066-2
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☐ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used for data collection

Data analysis

Code to reproduce all findings for this study is available at https://www.github.com/dpcook/emt_dynamics
 Raw sequencing data was processed using Cell Ranger v2.2.0 (Time course data) and v3.0.2 (kinase screen data)
 scRNA-seq analysis was primarily performed using the R package "Seurat" v.3.0.2
 R packages used include:
 psupertime v0.2.1
 deMULTiplex v1.0.2
 fgsea v1.12.0
 mgcv v1.8-31
 RcisTarget v1.6.0
 chromVAR v1.8.0
 Command line tools include:
 Trimmomatic v0.36
 pySCENIC v0.9.18
 Bowtie2 v2.3.2
 MACS2 v2.2.5

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Raw sequencing files and processed UMI count matrices have been deposited in the NCBI Gene Expression Omnibus under the accession GSE147405

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Strict sample sizes were not selected a priori. Biological interpretation is limited by statistical significance. As cell lines are a relatively homogeneous population, we reasoned that as few as a couple dozen cells per sample would be sufficient to capture a representative gene expression profile of the population. We designed the study to capture several hundred cells per sample, on average. This targeted yield was based on studies that assessed the number of cells required for gene level and signature level effects on transcription (Dixit et al., Cell, 2016), as well as the upper limit of cells that can be captured from each sample lane on the 10x Genomics Chromium Controller when samples are multiplexed and superloaded (Stoeckius et al., Genome Biology, 2018).
Data exclusions	The use of barcode-based multiplexing allowed us to identify intersample cell doublets in our data (ie. positive for two sample barcodes). These were removed from all downstream analysis. These exclusions were established prior to the study and were made because the goal of single-cell analysis is to study gene expression at single-cell resolution. Doublets are technical artifacts and confound this analysis.
Replication	Replicate strategies are clearly stated in the manuscript. For time course data, a total of six replicates were performed: two independent runs on different days, with each run including two independent replicate plates from different cell stocks, and for the second run, each plate was split into two separate pools (eg. Mix3a/b, Mix4a/b) of cells prior to loading into different sample lanes on the 10x Genomics Chromium Controller. The kinase inhibitor screens were not replicated due to the size of the experiment, but internal controls were included in the design to ensure validity of the experiment. All attempts at replication were successful.
Randomization	Randomization was largely not applicable for this study given that our design had controls and experimental treatment samples for each cell line. Replicate experiments were used to assess batch effects, and between replicates, samples were labeled with different multiplexing barcodes to ensure no barcode-specific effects. No such effects were documented.
Blinding	Blinding was not relevant to this study as ground-truth sample identification is required to model gene expression as a function of the experimental treatment.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☒	☐ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	A549, DU145, and MCF7 cells were obtained from ATCC (CCL-185, HTB-81, and HTB-22, respectively). OVCA420 cells were kindly provided by Dr. Gordon Mills (sourced originally from ascites of an ovarian cancer patient by Dr. Robert Knapp)
Authentication	Cell lines were authenticated at their source prior to acquisition, but not further authentication was performed. Early stocks of each line were used for this study to minimize risk of cell line contamination
Mycoplasma contamination	All cell line stocks were tested for mycoplasma contamination prior to freezing. All lines were negative for contamination.
Commonly misidentified lines (See ICLAC register)	None. All cell lines were chosen based on their use in prior EMT literature. Early cell stocks following acquisition were used to minimize risk of cell line contamination.

How the deposited data were processed for this re-analysis (not part of the article)

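Single-cell RNA was measured in A549, DU145, MCF7 and OVCA420 cells by MULTI-seq, with 10x Genomics 3′ libraries. In the time courses, each line was treated with TGFB1, EGF or TNF for 8 h, 1 d, 3 d or 7 d, or for 7 d followed by 8 h, 1 d or 3 d without the inducer, beside untreated wells, on 4 plates in 2 runs. In the kinase inhibitor screens, each line was treated for 7 d with 1 of 22 inhibitors or with none, alone or with each inducer, with 1 well for each combination with an inhibitor and 2 planned for each without, in each line.

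The files of both experiments hold raw UMI counts per gene and cell, which the authors made by trimming barcode reads with Trimmomatic 0.36, aligning to GRCh38 with Cell Ranger (2.2.0 for the time courses), assigning wells from the barcode counts with deMULTIplex and removing doublets, cells without a barcode and cells of low quality. The total counts and detected genes per cell in the authors' tables were recomputed from the count tables and were the same. The fraction of each cell's UMIs from mitochondrial genes was also computed by the authors and was not used here. The pseudotime score of each time course cell was computed and scaled by the authors within each time course, and it served here only as another measure of position. The cell cycle phases and cluster numbers in the authors' tables were not used, nor were the raw reads. In the screens, control cells that were repeated in several files of a line were counted once.

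Counts of the cells of 1 plate and time point were summed, with libraries split from 1 plate added up, and sums of fewer than 10 cells were left out (46 of 384). The plate was the replicate, since cells of 1 well share its treatment. Sums were fitted with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr, and a quasi-likelihood model with plate and time point as terms. The plate pairs the sums, since the wells of a plate were pooled and sequenced together, and deviations from the means of the time points had a median r of 0.200 to 0.794 over the time courses between sums of 1 plate and -0.398 to -0.0844 between plates. Called genes had a Benjamini-Hochberg adjusted p under 0.05 over the genes kept by the filter of that time course. Calls across the EMT time points came from the F test of the 8 h, 1 d, 3 d and 7 d coefficients and were counted within the 2000 most variable genes by Seurat 5.3.0 (vst), and calls at 7 d, at other times, between 7 d and 3 d, and after withdrawal came from single coefficients or contrasts. Reported log2 fold changes carry edgeR's prior count of 2 and standard errors derived from the F statistic. Where a time point stood on a single plate, its spread was taken from the other time points. Overlap of called genes was measured by the Jaccard index over pairs of time courses, and the difference between pairs of 1 line and pairs of 1 inducer was tested by 100000 permutations of the line and inducer labels.

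A total of 25 gene lists were written before the data were examined. The list of genes that the paper names came from the paper. The others came from textbook knowledge, among them the EMT, matrix, integrin, protease, epithelial, secreted factor, NFkB and AP-1 lists. All 25 lists were tested on the 7 d coefficient with camera (limma 3.58.1) at a preset correlation of 0.01 and at an estimated correlation and with fry, adjusted over all lists and time courses. Rankings by variance were tested with fgsea 1.28.0. Counts of list members were also adjusted over the list alone. Genes named in the text are, for each time course, the 10 highest and the 10 lowest log2 fold changes at 7 d among genes with an adjusted p under 0.05, a mean of at least 50 CPM and the same sign on every plate. To these were added every gene the paper names, up to 4 members of each list with the lowest p, and in the screens the 10 genes with the largest difference at 50 CPM or more. This rule, the comparisons, the tests and the alternatives listed below were set before the data were examined. Other genes are said to have been chosen after the values were seen. Gene places come from GENCODE release 44, which matched 347 of 362 named genes once.

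Position on the response axis was the slope through 0 of a plate's log2 CPM changes on the 7 d changes of the other run, over the 500 variable genes with the largest change, in percent of the 7 d slope. The response retained with an inhibitor was computed in the same way over up to 300 called genes of the matching time course, from wells of at least 20 cells, in percent of the slope without inhibitor. Wells with an inhibitor were not replicated within a line, so tests there were exact sign-flip tests over lines. Position differences between plates were tested by exact permutation. All cells were clustered by k-means on 30 principal components of 2000 genes with scikit-learn 1.9.0, and other steps used Python 3.11.15 with scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

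The median sum held 1,802,821 UMIs and the largest 14,498,786. As a test, counts were simulated from plate means and dispersions of the real fits, with known changes added at 7 d, and the same steps were run. The changed genes were drawn only from those above a set mean CPM. The shares recovered therefore do not hold for genes of low counts. Of 1.5-fold changes, edgeR then recovered 99% in A549 with TNF, 67% in DU145 with TGFB1 and 79% in MCF7 with EGF. It recovered at least 96% of 2-fold changes in these, with 3 to 8 false calls. In OVCA420 with TGFB1, with 1 plate at 7 d, it recovered 10.2% of 2-fold and 56% of 4-fold changes. Simulated positions came back within 3.25 percentage points. Those counts held Poisson noise and a plate effect shared by all time points, and no spread between wells. The value therefore checks the computation and not the accuracy of the real positions. RNA of other lines is a further limit, since all lines were pooled, and how it came there was not tested. For pairs of lines, genes were taken with 200 CPM or more in 1 line and at most 2% of that in the other, in untreated wells of the screens. They stood in the other line at means of up to 8.79% of their source level at 7 d, and at up to 13.7% in a single sum (OVCA420 with TGFB1, genes of MCF7).

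The alternatives were no plate term, the 6 libraries as replicates, DESeq2 1.42.0 in place of edgeR, RLE size factors, no filter, sums of at least 25 cells, every sum thinned to 157,869 UMIs, each plate left out in turn, an adjusted p under 0.01, all tested genes or the 1000 most variable genes, other numbers of axis and signature genes, a lasso regression of time, other reference wells, a prior count of 5, 4 clusters and other expression minima. Chosen after the data had been seen were the authors' pseudotime, the 200 genes of lowest p in every time course, only genes in the top 2000 of all 12 time courses, a correlation of 7 d log2 fold changes, the authors' p-values, DESeq2 for the contrasts of 7 d with 3 d and of withdrawal, and thinned sums for that of 7 d with 3 d. RNA velocity and regulon scores were left out, since the first needs raw reads and the second a database of motifs that was not used here.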

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

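Every test of an explanation and every test within plates in this part was chosen only after the result it concerns was seen.

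With TGFB1, the response stood at 104% ± 9.61 in A549 and 101% ± 18.8 in DU145 1 d after the inducer had been removed (SD, 3 plates each; 100% is 7 d of treatment), while with TNF it stood at 57.8% ± 5.19 and 55.8% ± 6.96 (4 plates each), differences of 45.9 and 45.0 points that were singled out as differences between groups (exact permutation tests, p = 0.029 for each line, the smallest that 3 against 4 plates allow). That test leaves aside that both inducers shared plates. Within plates the differences were 44.1 and 42.9 points, above 0 on 3 of 3 plates in each line (exact sign-flip tests, p = 0.25 each, the smallest that 3 plates allow), so a test within plates could not pass 0.05. Few cells in the TGFB1 wells (13 to 80 in A549 and 51 to 243 in DU145 among the plates used) are argued against, since TNF series drawn down at random to the cell numbers of the TGFB1 series moved by 9.82% of the difference in A549 and 2.46% in DU145, with highest positions of 75.2% and 67.0% in 100 draws each, below the lowest TGFB1 plates (93.5% and 79.8%). The choice of the axis is also argued against, since the difference was 34.8 points in A549 and 37.6 in DU145 on the authors' pseudotime and 43.6 and 34.1 by a lasso regression of time. What stays open is that the response to TGFB1 may outlast its removal longer than the response to TNF does, a hypothesis found and tested on the same data.

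In A549, EGF stood 29.6 points above TNF 1 d after removal, also a difference between groups (exact permutation test, p = 0.029, the smallest possible). On other axes it shrank: EGF and TNF stood at 74.5% and 68.8% on the authors' pseudotime and at 77.8% and 63.4% by lasso. In DU145, 3 d after removal, TGFB1 stood 46.0 points above EGF and 23.0 above TNF, and EGF less TNF was -23.0 (exact permutation tests, p = 0.029 each, the smallest possible with 4 against 4 plates). On the authors' pseudotime TGFB1, EGF and TNF stood at 35.1%, 19.8% and 11.6%, so that EGF less TNF changed sign and TGFB1 less EGF shrank, while by lasso they stood at 35.8%, -20.7% and 11.6%. The position of DU145 with EGF ran from -79.8% to 27.5% with a plate left out. Within plates these 4 differences had 1 sign on 4 of 4 plates (exact sign-flip tests, p = 0.13 each, the smallest that 4 plates allow). In all, 10 such comparisons were made, and 6 reached that p. The others were TGFB1 less EGF at 1 d in A549 (16.3 points, p = 0.14 by exact permutation) and in DU145 (47.9, p = 0.11), EGF less TNF at 1 d in DU145 (-2.93, p = 0.86) and at 3 d in A549 (2.63, p = 0.74). The 2-group values carry no adjustment for their number.

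SRF targets, which encode contractile proteins, moved in opposite directions in DU145: 0.63 ± 0.12 with TGFB1, above 0 on 4 of 4 plates, and -0.19 ± 0.10 with EGF, above 0 on 0 of 4, a difference between groups of 0.83 (SD, mean log2 change of the list per plate; exact permutation test, p = 0.029, the smallest possible; within plates, exact sign-flip p = 0.13, also the smallest possible).

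Plate 4 of A549 with EGF stood at 95.2% of the 7 d response at 8 h, far from the other plates (9.49% to 22.3%). Plate 1 of A549 with TNF stood at 69.3% 3 d after removal, far from the others (34.0% to 37.9%). These were 2 of 46 groups tested by Dixon's Q at 95%, and chance alone singles out about 1 in 20 groups (2.30 here).

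The paper does not report on gene lists such as those of NRF2, interferon, p53, PI3K and FOXO or estrogen, and each of the following was singled out as a signal in genes it leaves aside, larger than between untreated wells. Parentheses hold the genes called higher and lower, camera's adjusted p at the preset and at an estimated correlation, and the largest mean difference between untreated wells. NRF2 targets, which encode enzymes that protect against oxidants, had a mean of -1.26 (1 higher and 19 lower of 24, adjusted p = 2.2e-31 and 0.0022, against 0.13) in A549 with TGFB1. In OVCA420 with TGFB1, where 7 d stood on 1 plate, they had a mean of -1.66 (2 higher and 14 lower of 24, adjusted p = 3.5e-17 and 0.0022, against 0.12). They had a mean of -0.40 (0 higher and 19 lower of 25, adjusted p = 7.3e-18 and 0.0047, against 0.13) in A549 with TNF, a mean of -0.25 (1 higher and 7 lower of 24, adjusted p = 2.8e-12 and 0.0051, against 0.12) in OVCA420 with EGF and a mean of -0.20 (1 higher and 4 lower of 23, adjusted p = 3.8e-04 and 0.032, against 0.02) in DU145 with TNF. Interferon-induced genes had a mean of 2.58 (26 higher and 0 lower of 36, adjusted p = 1.8e-39 and 0.015, against 0.44) in MCF7 with TNF, a mean of 0.43 (10 higher and 0 lower of 30, adjusted p = 5.0e-11 and 0.011, against 0.24) in DU145 with TNF and a mean of 1.24 (6 higher and 0 lower of 33, adjusted p = 5.4e-19 and 0.0066, against 0.44) in MCF7 with TGFB1, where 7 d stood on 1 plate. The 1 plate of MCF7 with TGFB1 at 7 d was plate 2. Without plate 2, the interferon list of MCF7 with EGF reversed its direction, so a trait of that plate is not ruled out. Genes of other lines moved in the MCF7 sums with TNF and with TGFB1. With TNF those of DU145 went from 3.69%, 4.08% and 6.39% of their source level in untreated cells of plates 2, 3 and 4 to 10.2%, 10.2% and 10.4% at 7 d. Those of A549 and of OVCA420 rose with TNF on plates 2 and 3 and fell on plate 4. With TGFB1 those of A549 went from 7.84% to 12.3% on plate 2. RNA of other lines is not ruled out in these sums. In A549 with TGFB1, targets of p53 had a mean of 0.82 (13 higher and 1 lower of 22, adjusted p = 6.7e-07 and 0.039, against 0.06) and targets of FOXO, which PI3K holds down, a mean of 0.43 (4 higher and 1 lower of 13, adjusted p = 6.0e-04 and 0.0098, against 0.05). Targets of FOXO in MCF7 with TNF, in the sums where genes of DU145 rose, had a mean of 0.49 (2 higher and 0 lower of 16, adjusted p = 1.2e-04 and 0.006, against 0.11). Estrogen-induced genes in MCF7 with TGFB1, where 7 d stood on 1 plate, had a mean of -0.73 (0 higher and 1 lower of 23, adjusted p = 7.6e-07 and 0.0022, against 0.14). Of these lists only means and calls are given, and no explanation was tested.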

How the results depend on the processing

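Chosen only after the results were seen were the settings that use the authors' pseudotime or p-values, the 200 genes of lowest p, genes in the top 2000 of all 12 time courses, a correlation of 7 d changes, DESeq2 for the contrasts of 7 d with 3 d and of withdrawal, and thinning for that of 7 d with 3 d. Values in parentheses are those in use elsewhere. Counts are edgeR's unless DESeq2 is named. They are said to change when they differ by over 1.5 times, and a value with no test when it differs by over 1 SD, or at all where it had no SD. Unless a sentence says otherwise, the cause was not tested.

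The higher overlap within a line than within an inducer (0.0722) reversed without the plate term (-0.0117, permutation p = 0.41), where plates are no longer a block, with all sums thinned to 157,869 UMIs (-0.0244, permutation p = 0.22) and as a correlation of 7 d log2 fold changes (-0.0120, permutation p = 0.77). It shrank to 0.00189 over genes in the top 2000 of all 12 time courses (permutation p = 0.95). It kept its direction and its permutation p under 0.05 in 11 other settings, at 0.0310 to 0.0981, among them each plate left out in turn (0.0474 to 0.0684).

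The mean Jaccard index (0.100) was 0.0355 without the plate term as a block, 0.119 with 6 libraries as replicates, 0.0654 after thinning, 0.127 over genes tested in all 12 time courses, 0.0470 for genes called at 7 d in the same direction, 0.0700 for the 200 genes of lowest p and 0.194 over genes in the top 2000 of all 12, and 0.0712 to 0.0914 (0.0734 without plate 3 and 0.0712 without plate 4) with a plate left out. The share of called genes found in 1 or 2 time courses (66.1%) was, in the same order, 84.4%, 61.9%, 82.0%, 57.8%, 77.2%, 82.3% and 24.0%, and 68.2 to 71.5 (70.5 without plate 3 and 71.5 without plate 4) percent with a plate left out. Genes called in at least 8 time courses (28) numbered 0 without the plate block, 48 with 6 libraries, 4 after thinning, 55 over all tested genes, 3 for calls at 7 d in the same direction, 2 for the 200 genes of lowest p, 18 over genes in the top 2000 of all 12, and 4 to 18 (18 without plate 1, 17 without plate 2, 7 without plate 3 and 4 without plate 4). With DESeq2 and with the 1000 most variable genes, all 3 stayed within 1.5 times or 1 SD.

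Without the plate term as a block, 10 of 12 counts across the EMT time points were lower: in A549 29 (671) with EGF and 462 (1158) with TNF, in DU145 429 (812) with TGFB1, 0 (52) with EGF and 126 (339) with TNF, in MCF7 2 (190) with TGFB1, 0 (48) with EGF and 90 (439) with TNF, in OVCA420 21 (224) with EGF and 65 (232) with TNF. So were 10 of 12 counts at 7 d: in A549 31 (1032) with EGF and 582 (2070) with TNF, in DU145 857 (1603) with TGFB1, 0 (22) with EGF and 162 (502) with TNF, in MCF7 1 (46) with TGFB1, 0 (18) with EGF and 62 (290) with TNF, in OVCA420 22 (234) with EGF and 49 (179) with TNF. Between 3 d and 7 d they were in A549 20 (171) with TGFB1, 0 (12) with EGF and 1 (29) with TNF, in DU145 0 (9) with TGFB1, in MCF7 0 (13) with TGFB1, in OVCA420 1 (6) with TGFB1, 0 (1) with EGF and 1 (2) with TNF. After 3 d of withdrawal the counts without the block were against untreated cells in A549 73 (202) with TGFB1, 1 (560) with EGF and 27 (340) with TNF, in DU145 41 (134) with TGFB1, in MCF7 0 (5) with TGFB1, 0 (2) with EGF and 0 (4) with TNF, in OVCA420 130 (292) with TGFB1, 1 (3) with EGF and 0 (2) with TNF, and against 7 d in A549 7 (89) with TGFB1, 0 (1209) with EGF and 126 (1136) with TNF, in DU145 262 (655) with TGFB1, 0 (118) with EGF and 87 (363) with TNF, in MCF7 1 (7) with TGFB1, 0 (18) with EGF and 8 (73) with TNF, in OVCA420 95 (200) with TGFB1, 1 (171) with EGF and 41 (210) with TNF. Between untreated wells of 2 series, 10 of 12 counts fell to 0 by edgeR without the block, with 75 to 261 genes at an unadjusted p under 0.05: in A549 0 (65) with TGFB1 and EGF, 0 (82) with TGFB1 and TNF and 0 (2) with EGF and TNF, in DU145 0 (6) with EGF and TNF, in MCF7 0 (13) with TGFB1 and EGF, 0 (1) with TGFB1 and TNF and 0 (2) with EGF and TNF, in OVCA420 0 (10) with TGFB1 and EGF, 0 (4) with TGFB1 and TNF and 0 (6) with EGF and TNF.

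Thinning to fewer UMIs, which by construction lowers the counts each test has, gave across the EMT time points in A549 450 (1313) with TGFB1, 21 (671) with EGF and 138 (1158) with TNF, in DU145 204 (812) with TGFB1, 7 (52) with EGF and 54 (339) with TNF, in MCF7 22 (190) with TGFB1, 3 (48) with EGF and 102 (439) with TNF, in OVCA420 517 (802) with TGFB1, 49 (224) with EGF and 41 (232) with TNF. At 7 d it gave in A549 602 (2103) with TGFB1, 13 (1032) with EGF and 100 (2070) with TNF, in DU145 293 (1603) with TGFB1, 4 (22) with EGF and 59 (502) with TNF, in MCF7 8 (46) with TGFB1, 2 (18) with EGF and 96 (290) with TNF, in OVCA420 47 (234) with EGF and 13 (179) with TNF, between 3 d and 7 d in A549 21 (171) with TGFB1, 1 (12) with EGF and 8 (29) with TNF, in DU145 5 (9) with TGFB1 and 1 (0) with TNF, in MCF7 2 (13) with TGFB1 and 1 (0) with TNF, in OVCA420 13 (6) with TGFB1, 2 (1) with EGF and 0 (2) with TNF, after 3 d of withdrawal against untreated cells in A549 52 (202) with TGFB1, 3 (560) with EGF and 15 (340) with TNF, in DU145 37 (134) with TGFB1 and 1 (0) with TNF, in MCF7 0 (2) with EGF and 0 (4) with TNF, in OVCA420 155 (292) with TGFB1, 0 (3) with EGF and 1 (2) with TNF, and against 7 d in A549 35 (89) with TGFB1, 14 (1209) with EGF and 50 (1136) with TNF, in DU145 146 (655) with TGFB1, 8 (118) with EGF and 34 (363) with TNF, in MCF7 2 (7) with TGFB1, 0 (18) with EGF and 44 (73) with TNF, in OVCA420 29 (171) with EGF and 14 (210) with TNF.

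At an adjusted p under 0.01, by construction stricter, counts across the EMT time points were in A549 418 (671) with EGF, in DU145 17 (52) with EGF, in MCF7 118 (190) with TGFB1, 19 (48) with EGF and 267 (439) with TNF, in OVCA420 140 (232) with TNF, and at 7 d in A549 501 (1032) with EGF and 1316 (2070) with TNF, in DU145 1031 (1603) with TGFB1 and 285 (502) with TNF, in MCF7 25 (46) with TGFB1, 8 (18) with EGF and 115 (290) with TNF, in OVCA420 283 (535) with TGFB1, 119 (234) with EGF and 107 (179) with TNF. Over all tested genes, by construction a wider set, counts across the EMT time points were in A549 3893 (1313) with TGFB1, 1480 (671) with EGF and 3222 (1158) with TNF, in DU145 2049 (812) with TGFB1 and 586 (339) with TNF, in MCF7 679 (439) with TNF, in OVCA420 1805 (802) with TGFB1 and 359 (232) with TNF, and within the top 1000, a narrower set, in A549 783 (1313) with TGFB1, 431 (671) with EGF and 684 (1158) with TNF, in DU145 517 (812) with TGFB1. With 6 libraries as replicates they changed in DU145 139 (52) with EGF, and at 7 d in DU145 75 (22) with EGF, in MCF7 23 (46) with TGFB1, in OVCA420 318 (179) with TNF. With DESeq2 they changed in MCF7 112 (190) with TGFB1, at 7 d in MCF7 29 (46) with TGFB1, in OVCA420 308 (535) with TGFB1, between 3 d and 7 d in MCF7 1 (13) with TGFB1 and 1 (0) with TNF, in OVCA420 0 (1) with EGF and 1 (2) with TNF, after withdrawal against untreated cells in MCF7 1 (2) with EGF, in OVCA420 149 (292) with TGFB1, 5 (3) with EGF and 0 (2) with TNF and against 7 d in MCF7 4 (18) with EGF, in OVCA420 109 (200) with TGFB1 and 92 (171) with EGF. Sums of at least 25 cells changed 1 count at 7 d, in MCF7 101 (290) with TNF. RLE size factors and no filter on low counts changed 0 of 12 counts across the EMT time points and 0 of 12 at 7 d.

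With a plate left out, 59 of 417 results changed under at least 1 choice of plate. Across the EMT time points, the counts that changed ran in A549 421 to 612 with EGF (421 without plate 2), in DU145 0 to 76 with EGF (16 without plate 3 and 0 without plate 4), 534 to 820 with TGFB1 (534 without plate 4) and 195 to 350 with TNF (195 without plate 3 and 198 without plate 4), in MCF7 18 to 45 with EGF (25 without plate 1, 27 without plate 2 and 18 without plate 3), 101 to 161 with TGFB1 (111 without plate 1 and 101 without plate 2) and 232 to 368 with TNF (232 without plate 2), in OVCA420 115 to 205 with EGF (115 without plate 3 and 116 without plate 4) and 77 to 256 with TNF (98 without plate 3 and 77 without plate 4). At 7 d they ran in A549 489 to 970 with EGF (489 without plate 2, 594 without plate 3 and 496 without plate 4), 1164 to 1984 with TGFB1 (1164 without plate 4) and 1134 to 1889 with TNF (1134 without plate 4), in DU145 0 to 46 with EGF (46 without plate 2, 14 without plate 3 and 0 without plate 4), 886 to 1592 with TGFB1 (1056 without plate 3 and 886 without plate 4) and 249 to 434 with TNF (249 without plate 3 and 317 without plate 4), in MCF7 9 to 20 with EGF (9 without plate 2 and 10 without plate 4) and 91 to 273 with TNF (91 without plate 2 and 135 without plate 3), in OVCA420 94 to 216 with EGF (94 without plate 3 and 139 without plate 4) and 58 to 191 with TNF (58 without plate 3 and 64 without plate 4). Between 3 d and 7 d they ran in A549 7 to 12 with EGF (7 without plate 2), 56 to 160 with TGFB1 (93 without plate 1 and 56 without plate 4) and 9 to 21 with TNF (17 without plate 2, 11 without plate 3 and 9 without plate 4), in DU145 0 to 21 with TGFB1 (2 without plate 1, 5 without plate 2, 21 without plate 3 and 0 without plate 4) and 0 to 2 with TNF (2 without plate 1 and 1 without plate 4), in MCF7 0 to 1 with EGF (1 without plate 4), 2 to 7 with TGFB1 (7 without plate 1, 3 without plate 3 and 2 without plate 4) and 0 to 2 with TNF (1 without plates 1 and 4 and 2 without plate 3), in OVCA420 0 to 2 with EGF (2 without plates 1 and 3 and 0 without plate 2), 4 to 13 with TGFB1 (13 without plate 4) and 0 to 39 with TNF (39 without plate 2, 1 without plate 3 and 0 without plate 4). After withdrawal they ran, against untreated cells, in A549 220 to 488 with EGF (371 without plate 1, 257 without plate 3 and 220 without plate 4) and 152 to 221 with TNF (152 without plate 1, 183 without plate 2, 205 without plate 3 and 221 without plate 4), in DU145 0 to 4 with EGF (4 without plate 2), 42 to 153 with TGFB1 (75 without plate 1, 54 without plate 3 and 42 without plate 4) and 0 to 1 with TNF (1 without plate 3), in MCF7 2 to 10 with EGF (10 without plate 4) and 1 to 6 with TNF (1 without plate 1 and 2 without plates 2 and 3), in OVCA420 1 to 5 with EGF (5 without plate 2 and 1 without plate 3), 142 to 288 with TGFB1 (142 without plate 1 and 185 without plate 4) and 0 to 41 with TNF (41 without plate 2 and 0 without plates 3 and 4), and against 7 d in A549 502 to 1119 with EGF (502 without plate 3 and 540 without plate 4), 55 to 183 with TGFB1 (183 without plate 2 and 55 without plate 4) and 438 to 1130 with TNF (578 without plate 3 and 438 without plate 4), in DU145 16 to 156 with EGF (16 without plate 3 and 17 without plate 4), 391 to 519 with TGFB1 (393 without plate 3 and 391 without plate 4) and 128 to 385 with TNF (147 without plate 3 and 128 without plate 4), in MCF7 0 to 36 with EGF (36 without plate 1, 2 without plate 2 and 0 without plates 3 and 4) and 1 to 100 with TNF (1 without plate 3), in OVCA420 29 to 206 with EGF (92 without plate 3 and 29 without plate 4) and 31 to 321 with TNF (321 without plate 2, 55 without plate 3 and 31 without plate 4).

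The EMT list was called in MCF7 with TGFB1 only without the plate block (adjusted p = 0.0059; 0.0059 to 0.39 over its settings), and lost in OVCA420 with EGF and with TNF with an estimated correlation (adjusted p = 0.24 and 0.28, and 7.6e-04 to 0.24 and 0.0011 to 0.28 over their settings). Its call held in the other time courses and settings, apart from OVCA420 with EGF without plate 3. In OVCA420 with EGF its adjusted p ran from 7.6e-04 to 0.066 with a plate left out, the highest without plate 3. Of the other lists, 126 of 280 were called, and 66 with an estimated correlation, where 60 lost their call. Without the plate block 9 lost it and 8 gained it, with 6 libraries 5 of 257 and 4, with RLE size factors 0 and 0, and with plates 1 to 4 left out in turn 7, 7, 9 and 9 lost it and 6, 5, 9 and 6 gained it. The interferon list of MCF7 with EGF reversed its direction without plate 2, and its adjusted p ran from 8.2e-04 to 0.83 with a plate left out (0.833 without plate 2).

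Position 3 d after withdrawal changed in A549 with TGFB1, where it stood on plate 3 and had no SD, to 57.4% with 200 genes, 47.4% on the authors' pseudotime and 49.7% by lasso (54.5%). By pseudotime and lasso it was 19.8% and -20.7% in DU145 with EGF (-10.9%) and 16.2% and 22.3% in OVCA420 with TNF (-34.5%). With a plate left out it ran in A549 50.9 to 59.8 with TGFB1 (50.9 without plate 1, 58.3 without plate 2 and 59.8 without plate 4), in DU145 -79.8 to 27.5 with EGF (-79.8 without plate 1, 27.5 without plate 2, 1.57 without plate 3 and -25.7 without plate 4), in MCF7 -18.0 to 44.1 with TNF (44.1 without plate 3), in OVCA420 -44.2 to -28.3 with TNF (-44.2 without plate 4). Positions at 8 h, 1 d and 3 d of treatment stayed within 1 SD with each plate left out, where the plates left gave a value. At 1 d of withdrawal OVCA420 with EGF moved to 112% without plate 2 (SD 17.2). On the authors' pseudotime 5, 4, 4, 3 and 4 of 10 positions changed at 8 h, 1 d and 3 d of treatment and 8 h and 1 d of withdrawal, 4, 4, 4, 2 and 3 of them lower. By lasso 4, 4, 2, 2 and 2 did, 4, 3, 1, 1 and 0 of them lower. Genes in 1 of the variable lists made up 35.5% in lists of 2000 (30.8%), and with 4 clusters 99.97% of cells lay in the main cluster of their line (77.6%).

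In the screens, against the well with the same inhibitor, the mean TGFB1 response with LY364947 was 25.6% and with necrostatin-5 66.7% (A549 and DU145). By lasso the mean with necrostatin-5 was 45.6%, and the mean EGF response was -96.0% with erlotinib (-31.9%) and -52.0% with gefitinib (-18.3%). Single wells moved with the reference of the same inhibitor to, with LY364947 46.0% (80.4%) of the EGF response in A549, 113% (68.7%) of the TNF response in A549 and 64.3% (48.8%) of the TNF response in MCF7, and with necrostatin-5 103% (109.6%) of the EGF response in A549, 106% (67.2%) of the TNF response in A549, 275% (224%) of the TGFB1 response in MCF7, 74.1% (60.8%) of the TNF response in MCF7 and 75.8% (47.5%) of the EGF response in OVCA420. By lasso they moved to, with LY364947 74.2% (80.4%) of the EGF response in A549, 50.4% (68.7%) of the TNF response in A549 and 62.5% (48.8%) of the TNF response in MCF7, and with necrostatin-5 81.6% (109.6%) of the EGF response in A549, 56.7% (67.2%) of the TNF response in A549, 39.0% (224%) of the TGFB1 response in MCF7 and 76.3% (60.8%) of the TNF response in MCF7, and with PD0325901 67.4% (80.4%) of the TGFB1 response in DU145 and -15.0% (23.8%) of the TGFB1 response in MCF7. With 100 genes they moved to, with LY364947 51.5% (48.8%) of the TNF response in MCF7, and with necrostatin-5 103% (109.6%) of the EGF response in A549 and 65.2% (60.8%) of the TNF response in MCF7, and with a prior count of 5 to, with LY364947 49.5% (48.8%) of the TNF response in MCF7, and with necrostatin-5 182% (224%) of the TGFB1 response in MCF7 and 61.3% (60.8%) of the TNF response in MCF7. Of all retained responses, 124 of 182 (82 higher, 42 lower) moved with that reference, 113 of 196 (63 higher, 50 lower) with lasso, 31 of 196 (13 higher, 18 lower) with 100 genes, 40 of 196 (32 higher, 8 lower) with a prior count of 5 and 1 of 138 (1 higher, 0 lower) with wells of at least 50 cells.

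Sums of at least 25 cells gave no 7 d value in MCF7 and OVCA420 with TGFB1, nor did leaving out plate 2 in MCF7 or plate 3 in OVCA420, the only plates in use there at 7 d; 6 libraries as replicates gave no 7 d value in OVCA420 with TGFB1, and without plate 3, A549 and MCF7 with TGFB1 had no value after 3 d of withdrawal. For the counts across the EMT time points and at 7 d, the alternatives set before were all run where they could give a value. Counts between 7 d and 3 d and after withdrawal were compared over fewer of them. In the TGFB1 series of MCF7 and OVCA420, 7 d stood on 1 plate of 22 and 10 cells, and the lone sum is assumed to vary like those of other times. With changes added to simulated counts of OVCA420 with TGFB1, 10.2% of 2-fold and 56% of 4-fold changes were called on that plate, against 98% and 100% in simulated counts of DU145 with TGFB1 on 4 plates. In both, only genes above a set mean CPM were changed.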

Differences from the paper's values

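Settings chosen only after the values were seen are named as such where they appear. The paper's calls took cells as replicates along pseudotime, while the calls here took plates as replicates between time points. The threshold of both was an adjusted p under 0.05 within the top 2000 variable genes of each time course.

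The mean Jaccard index over the 66 pairs of time courses was 0.100 here and 0.22 in the paper. None of the alternatives set before the data were examined brought it within 1.5 times of the paper's: it was 0.0355 without the plate block, 0.119 with 6 libraries, 0.0986 with DESeq2, 0.0654 with thinned sums, 0.0887 over all tested genes, 0.103 within the top 1000, 0.127 over genes tested in all 12, 0.0712 to 0.0914 with a plate left out and 0.0470 for calls at 7 d. Over genes in the top 2000 of all 12 time courses, a setting chosen after seeing the values, it was 0.194, within 1.5 times of the paper's, and this setting drops 36 of the 103 genes of the paper's conserved lists. With the 200 genes of lowest p, also chosen after seeing the values, it was 0.0700.

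The paper's own p-values were read for the part of its table in hand, which covers 8 time courses, and adjusted over the genes kept here, a setting also chosen after seeing the values. Over the 28 pairs the index was 0.255 with them and 0.114 with plates as replicates. Of the 272 genes held that were tested here and in the top 2000 in A549 with TGFB1, they called 81.2%, where edgeR called 71.3%, and 49.8% of 251 in DU145 with EGF, where edgeR called 3.98%. The index within a line was 0.366 and within an inducer 0.226 with the paper's p-values, and 0.176 and 0.116 with edgeR.

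Genes called in at least 8 time courses numbered 19 with a median 7 d change above 0 and 9 below, against the paper's 86 and 17. Which side of 0 a gene counts on was taken from the edgeR fit with the plate block and was not refitted under the alternatives. The number above 0 stayed apart from the paper's under every alternative set before the data were examined, at 0 to 38. The number below 0 came within 1.5 times of the paper's with 6 libraries as replicates (16) and over all tested genes (17), and under the other alternatives set before the data were examined it did not: 0 without the plate block, 9 with DESeq2, 2 with thinned sums, 6 within the top 1000, 9 over genes tested in all 12, 0 to 6 with a plate left out and 1 for calls at 7 d. With 6 libraries the genes called included 23 of the paper's 86 and 6 of its 17, and over all tested genes 15 and 4.

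Of 200 EMT genes, 14 were called in more than 6 time courses here and 49 in the paper. The list here was written from textbook knowledge and is not the paper's list of 200. No alternative for this count was set before the data were examined, and over the settings run for the overlap it was 0 to 20, the highest with 6 libraries as replicates.

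Of 5 EMT genes that the paper reports as called in most time courses, 1 was called in more than 6 here, TGM2 (8 of 12), and 4 were not: CD44 (6), PMEPA1 (6), FN1 (4 of 10) and TGFB1 (2). With 6 libraries as replicates CD44 and PMEPA1 reached 7 each, and over all tested genes TGFB1 reached 6. The paper lists the keratins KRT8, KRT18 and KRT19 among the lowered genes of those called in at least 8 time courses, and here 0 of 3 were called in 8, with 3, 3 and 5 time courses. With 6 libraries as replicates they were called in 8 each. Their median 7 d changes were below 0 (-0.14, -0.11 and -0.16), the direction the paper gives. SNAI2, which the paper sets apart from factors that seldom changed, was called in 2 of 6 time courses, and in 0 to 2 under the other settings.

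The paper describes a nearly full return of cells within 3 d of withdrawal. By position, 5 of 10 time courses stood under 25% of the 7 d response: DU145 with EGF (-10.9%) and TNF (12.1%), MCF7 with EGF (3.23%) and TNF (4.86%) and OVCA420 with TNF (-34.5%). Single plates decide some of these: DU145 with EGF stood at 27.5% without plate 2, MCF7 with TNF at 44.1% without plate 3 and MCF7 with EGF at 38.7% without plate 3, with an SD of 63.9 over its 3 plates and 7 d slopes between runs of 0.173 and 0.0837. The other 5 stood higher, in A549 with TGFB1 (54.5%, 1 plate), EGF (46.8%) and TNF (44.2%), DU145 with TGFB1 (35.2%) and OVCA420 with EGF (30.7%). On the authors' pseudotime, a measure chosen after seeing the values, these 5 stood at 47.4%, 50.0%, 44.1%, 35.1% and 36.3%.

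The paper reports a rise of the hallmark EMT set, scored per cell along pseudotime, in all but A549 with EGF and OVCA420 with TNF. Camera tested instead the EMT list written here, on the 7 d change and against all other genes. Of the other 10 time courses, camera called 7 higher, 6 of them also with an estimated correlation. It made no call in DU145 with EGF (mean 0.00), MCF7 with EGF (0.00) and MCF7 with TGFB1 (-0.06). Without the plate block, MCF7 with TGFB1 was called higher. In OVCA420 with TNF camera called the list higher (mean 0.22) at the preset correlation and not at an estimated one. In A549 with EGF, where the paper gives a net neutral score, it made no call. The paper also reports a broad rise of secreted factors in each time course, from a KEGG set that also holds cytokine receptors, scored along pseudotime. Camera called the list of secreted factors written here higher at 7 d in 7 of 12, of which the 4 with TNF held with an estimated correlation.

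In the screens, the paper reports that necrostatin-5 hindered the response wherever TGFBR1 inhibition did. Of the 7 wells of these conditions that were measured, 5 stood under 75% of the response: 51.2% and 46.8% with TGFB1 in A549 and DU145, 47.5% with EGF in OVCA420, and 67.2% and 60.8% with TNF in A549 and MCF7. The exceptions were A549 with EGF, at 109.6%, and MCF7 with TGFB1, at 224%. By lasso, set before the data were examined, these stood at 81.6% and 39.0%. In MCF7 with TGFB1, 4 of 4 genes that TGFB1 moved by at least 1 log2 unit in the screen kept under 25% of their change (median 13.7%), and the slope without inhibitor was low. Against the well with the same inhibitor and no inducer, A549 with TNF stood at 106% and OVCA420 with EGF at 75.8%, so that 3 of the 7 stood under 75%.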

Other observations

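All tests of a hypothesis in this part, and the tests by exchanged labels and other splits, were chosen only after the results were seen.

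Some genes of the NRF2 list, which guard against oxidants, fell with TGFB1 in A549 and OVCA420. In A549, TXNRD1, which encodes a thioredoxin reductase, fell by a log2 fold change of 1.25 (standard error 0.10, adjusted p = 1.8e-18), G6PD, the first enzyme of the pentose phosphate pathway, by 1.23 (standard error 0.09, adjusted p = 3.5e-20), from 635 to 259 CPM, and AKR1C2, an aldo-keto reductase gene, by 2.15 (standard error 0.16, adjusted p = 2.9e-15). In OVCA420, on 1 plate at 7 d, GPX2, a glutathione peroxidase gene, fell by 1.71 (standard error 0.22, adjusted p = 2.1e-09) and NQO1 by 1.50 (standard error 0.21, adjusted p = 5.9e-08). In MCF7 with TNF, B2M and HLA-A, which encode chains of an antigen-presenting complex, rose, B2M by 1.17 (standard error 0.11, adjusted p = 7.0e-11) and HLA-A by 1.42 (standard error 0.14, adjusted p = 1.0e-09). In A549 with TGFB1, p53 targets rose, among them TP53I3 by 1.79 (standard error 0.14, adjusted p = 1.7e-08) and CDKN1A, which encodes a brake on the cell cycle, by 1.24 (standard error 0.18, adjusted p = 1.8e-07).

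Targets of TGFB and SMAD rose with TGFB1 by a mean of 2.24 in A549 (30 higher and 1 lower of 35), 2.00 in DU145 (21 higher and 0 lower of 28) and 2.61 in OVCA420 (19 higher and 1 lower of 31), and with TNF in A549 by 0.55, calls of camera that held with an estimated correlation. In MCF7 with TGFB1 their mean was -0.19, and the list was not called with an estimated correlation (adjusted p = 0.34). SRF targets rose with TGFB1 in A549 (0.58), DU145 (0.61) and OVCA420 (0.96) and with TNF in A549 (0.25) and MCF7 (0.73), and these calls also held. In MCF7 with TNF, genes of DU145 also rose, from 3.69%, 4.08% and 6.39% of their source level in untreated cells to 10.2%, 10.2% and 10.4% at 7 d on plates 2, 3 and 4. Genes of A549 and of OVCA420 rose on plates 2 and 3 and fell on plate 4. RNA of other lines is not ruled out there. Feedback targets of MEK and ERK were called higher with EGF in all 4 lines, with means of 0.18, 0.24, 0.32 and 0.18 in A549, DU145, MCF7 and OVCA420, and with TNF in DU145 (0.28), and all 5 calls held. Targets of ATF4 held as higher in DU145 with TNF (0.19). Their mean in MCF7 with TGFB1 was 0.57, where 7 d stood on 1 plate and genes of A549 rose there from 7.84% to 12.3% of their source level. Genes of handling stress held as lower in MCF7 with EGF (-0.30) and in OVCA420 with EGF (-0.47) and TNF (-0.30). Camera called the DNA replication list in 4 of 12 time courses, mitosis in 6, cholesterol synthesis in 5, the unfolded protein response in 7, the receptors of the inducers in 1 and the canonical EMT transcription factors in 0, and 0 of these calls held with an estimated correlation. The genes that the paper names were called as a list in 6, and all 6 held. The paper drew on these samples in naming them, so these calls are not independent evidence.

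In the screens without inhibitor, TNF raised NFkB targets by a mean of 0.83 over 4 lines and interferon genes by 0.47, and with EGF the AP-1 list stood at -0.58 and handling stress at -0.54 (mean over lines of the list's median; exact sign-flip tests, p = 0.13 each, the smallest that 4 lines allow). Without an inducer, PD0325901 left feedback targets of MEK and ERK at -1.27 (2 lines), Torin 1 left the mitosis list at -1.44 (2 lines), erlotinib raised ATF4 targets by 0.82 (3 lines), and CHIR99021 left the AP-1 list at -0.55 (4 lines), in log2 units.

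The first pattern is that called genes were shared more within a line than within an inducer. Unequal numbers of called genes are argued against as its cause, since lists of 200 genes each kept a difference of 0.0468 (permutation p = 0.0021). Different genes being open to calls in each line is a candidate explanation, since over genes variable in all 12 time courses the difference was 0.00189 (permutation p = 0.95). Unequal depth may also play a part, since thinned sums gave -0.0244 (permutation p = 0.22). Whether a line also changes its genes alike under every inducer cannot be told apart from no such effect: the mean correlation of 7 d changes over 2194 genes was 0.205 within a line, 0.217 within an inducer and 0.0895 where neither was shared, a difference of -0.0120 (permutation p = 0.77), with 12 time courses to permute. Among genes open to calls in both time courses, the shared genes stood at 1.21 times the number of independent lists within a line, 1.21 within an inducer and 1.16 elsewhere.

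The next pattern is that SB-431542, an inhibitor of TGFBR1, left the TGFB1 response in place while necrostatin-5 lowered it. A loss of cells with necrostatin-5 is argued against, since its median well held 112% of the cells of the matched well without inhibitor, although in OVCA420 it was 64.1%. That SB-431542 was inactive at the dose used cannot be told apart from that it was active, since without an inducer SMAD targets stood at -0.18 with it (mean log2 difference), lower than random lists in A549 (-0.42) and DU145 (-0.26) and not in MCF7 and OVCA420. The labels of both sets of wells may also have been exchanged: without an inducer, SMAD targets stood at -0.59 with necrostatin-5 (lower in 4 of 4 lines), near the -0.71 of LY364947. Against an exchange speaks that SMAD targets were lower with SB-431542 in A549 and DU145. For the labels as given, the paper reports AP-1 sites as the most enriched in promoters of genes that failed to rise with TGFB1 and necrostatin-5, and it cites an effect of RIPK1 loss on AP-1. Here, without an inducer, the AP-1 list stood at -0.24 with necrostatin-5, -0.32 with LY364947 and -0.04 with SB-431542. That RIPK1 carries part of the TGFB1 response, as the paper proposes, cannot be told apart from these, since necrostatin-5 left 77.5% ± 23.6 of the TNF response (SD, 3 lines). A well with a second inhibitor of RIPK1 was not part of the screen.

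The labels of all time points, withdrawal included, were exchanged within plates, in 25 ways with the real one included. The real count is given against the highest of the other 24. Changes with treatment then add to the spread in each exchanged fit, so for a single contrast these exchanges cannot exclude chance. For the EMT time points as a set they cannot either, since withdrawn wells were exchanged with them. Across the EMT time points the real count alone was the largest in 12 of 12 time courses: in A549 1313 against 4 with TGFB1, 671 against 2 with EGF and 1158 against 0 with TNF, in DU145 812 against 2 with TGFB1, 52 against 4 with EGF and 339 against 3 with TNF, in MCF7 190 against 32 with TGFB1, 48 against 9 with EGF and 439 against 122 with TNF, in OVCA420 802 against 258 with TGFB1, 224 against 2 with EGF and 232 against 50 with TNF. This speaks only against the case in which no time point label, withdrawal included, matters. At 7 d the real count alone was the largest in 10 of 10: in A549 2103 against 0 with TGFB1, 1032 against 5 with EGF and 2070 against 2 with TNF, in DU145 1603 against 1 with TGFB1, 22 against 2 with EGF and 502 against 0 with TNF, in MCF7 18 against 2 with EGF and 290 against 136 with TNF, in OVCA420 234 against 6 with EGF and 179 against 0 with TNF. Between 3 d and 7 d the real count alone was the largest in 4 of 10, in A549 171 against 0 with TGFB1, 12 against 0 with EGF and 29 against 2 with TNF, in DU145 9 against 1 with TGFB1, and not in the other 6, in DU145 0 against 9 with EGF and 0 against 0 with TNF, in MCF7 0 against 7 with EGF and 0 against 13 with TNF, in OVCA420 1 against 2 with EGF and 2 against 67 with TNF. Where the real count is 0, every exchange is as large, so in 4 of these 6 the test decides nothing. In OVCA420 with EGF and with TNF, 3 of the 25 were as large, the real one included. After 3 d of withdrawal against untreated cells the real count alone was the largest in 5 of 8, in A549 560 against 0 with EGF and 340 against 1 with TNF, in DU145 134 against 2 with TGFB1, in MCF7 2 against 1 with EGF, in OVCA420 292 against 83 with TGFB1, and not in the other 3, in DU145 0 against 1 with EGF and 0 against 1 with TNF, in OVCA420 3 against 54 with EGF, where the counts of 0 in DU145 again decide nothing. The 2 genes of MCF7 with EGF lie 1 above the next exchange and were 1 by DESeq2 and 0 without the plate term, so little rests on them. In OVCA420 with EGF, 2 of 25 were as large. Against 7 d the real count alone was the largest in 7 of 7: in A549 1209 against 39 with EGF and 1136 against 2 with TNF, in DU145 655 against 12 with TGFB1, 118 against 5 with EGF and 363 against 1 with TNF, in MCF7 18 against 3 with EGF, in OVCA420 171 against 1 with EGF. A share of 1 in 25 is the smallest possible, and no adjustment was made for the 47 such tests. Exchanges with several times the real count, as with TNF between 3 d and 7 d and with EGF after withdrawal in OVCA420, point to a structure of the samples.

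Without the plate term, each of 35 splits of the untreated and 7 d sums was fitted. Chance can be excluded in 5 of 10 time courses: in A549 811 against 1 with TGFB1 and 379 against 33 with TNF, in DU145 703 against 9 with TGFB1 and 165 against 63 with TNF, in OVCA420 60 against 33 with TNF. In the other 5 this fit without the plate term does not exclude it: in A549 7 against 143 with EGF, in DU145 0 against 60 with EGF, in MCF7 0 against 1428 with EGF and 71 against 228 with TNF, in OVCA420 42 against 107 with EGF. In DU145 with EGF (60 genes), MCF7 with EGF (1428) and TNF (228) and OVCA420 with EGF (107) the highest other split was the one between runs, and in A549 with EGF that split gave 74, so the samples are structured by run in the first 4. With the plate term these 5 had 22, 18, 290, 234 and 1032 called genes in the order named. Among the exchanges within plates above, the real count alone was the largest for all 5, which cannot exclude chance for this contrast. Among the 8 splits that part as many plates as the real one, it alone was the largest in A549 with EGF (7 against 0), MCF7 with TNF (71 against 1) and OVCA420 with EGF (42 against 3). Where the real count was 0, 35 of 35 splits were as large, which decides nothing, and otherwise 3 in A549 with EGF and 2 in MCF7 with TNF and OVCA420 with EGF. Between untreated wells of 2 series, edgeR without the plate term called 0 genes in each of 12 comparisons, at 75 to 261 genes with an unadjusted p under 0.05, and DESeq2 was not run on them. With a real count of 0 every split is as large, so whether chance can be excluded is left open. In 11 of them the highest other splits of 35 called in A549 172 (TGFB1 and EGF), 265 (TGFB1 and TNF) and 892 (EGF and TNF), in DU145 27 (TGFB1 and EGF), 46 (TGFB1 and TNF) and 86 (EGF and TNF), in MCF7 1355 (TGFB1 and EGF), 1250 (TGFB1 and TNF) and 1317 (EGF and TNF), in OVCA420 122 (TGFB1 and EGF) and 183 (EGF and TNF). In OVCA420 with TGFB1 and TNF the 10 splits are too few for a share under 0.05, with 0 real calls and 53 in the highest other. Counts of that size point to a structure of the samples. In the 3 comparisons of MCF7, the 2 of OVCA420 and the 2 of DU145 that include TNF, the highest split was the one between runs. In A549 the split between runs gave 129, 63 and 112 in the order named, so its highest splits followed something else, and in DU145 with TGFB1 and EGF it gave 25. With the plate term edgeR called 0 to 82 between these untreated wells, though no treatment differed. The counts were 2 to 82 in A549, 0 to 6 in DU145, 1 to 13 in MCF7 and 4 to 10 in OVCA420. Counts near these can therefore come without a treatment. Among them are the 18 genes of MCF7 with EGF at 7 d and the 29 of A549 with TNF between 3 d and 7 d.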
